# Spatial alanine metabolism determines local growth dynamics of *Escherichia coli* colonies

**DOI:** 10.7554/eLife.70794

**Published:** 2021-11-09

**Authors:** Francisco Díaz-Pascual, Martin Lempp, Kazuki Nosho, Hannah Jeckel, Jeanyoung K Jo, Konstantin Neuhaus, Raimo Hartmann, Eric Jelli, Mads Frederik Hansen, Alexa Price-Whelan, Lars EP Dietrich, Hannes Link, Knut Drescher

**Keywords:** biofilms, colonies, metabolism, cross-feeding, phenotypic heterogeneity, *E. coli*

## Abstract

Bacteria commonly live in spatially structured biofilm assemblages, which are encased by an extracellular matrix. Metabolic activity of the cells inside biofilms causes gradients in local environmental conditions, which leads to the emergence of physiologically differentiated subpopulations. Information about the properties and spatial arrangement of such metabolic subpopulations, as well as their interaction strength and interaction length scales are lacking, even for model systems like *Escherichia coli* colony biofilms grown on agar-solidified media. Here, we use an unbiased approach, based on temporal and spatial transcriptome and metabolome data acquired during *E. coli* colony biofilm growth, to study the spatial organization of metabolism. We discovered that alanine displays a unique pattern among amino acids and that alanine metabolism is spatially and temporally heterogeneous. At the anoxic base of the colony, where carbon and nitrogen sources are abundant, cells secrete alanine *via* the transporter AlaE. In contrast, cells utilize alanine as a carbon and nitrogen source in the oxic nutrient-deprived region at the colony mid-height, *via* the enzymes DadA and DadX. This spatially structured alanine cross-feeding influences cellular viability and growth in the cross-feeding-dependent region, which shapes the overall colony morphology. More generally, our results on this precisely controllable biofilm model system demonstrate a remarkable spatiotemporal complexity of metabolism in biofilms. A better characterization of the spatiotemporal metabolic heterogeneities and dependencies is essential for understanding the physiology, architecture, and function of biofilms.

## Introduction

After bacterial cell division on surfaces, daughter cells often remain in close proximity to their mother cells. This process can yield closely packed populations with spatial structure, which are often held together by an extracellular matrix. Such spatially structured assemblages, called biofilms (Flemming et al., 2016), are estimated to be the most abundant form of microbial life on Earth (Flemming and Wuertz, 2019). The metabolic activity of cells inside these dense populations leads to spatial gradients of oxygen, carbon, and nitrogen sources, as well as many other nutrients and waste products (Ackermann, 2015; Evans et al., 2020; Pacheco et al., 2019; Stewart and Franklin, 2008). Cells in different locations within biofilms therefore inhabit distinct microenvironments. The physiological responses to these microenvironmental conditions result in spatially segregated subpopulations of cells with different metabolism (Barroso-Batista et al., 2020; D’Souza et al., 2018; Stewart and Franklin, 2008). Bacterial growth into densely packed spatially structured communities, and metabolic activity of the constituent cells, therefore naturally lead to physiological differentiation (Evans et al., 2020; Røder et al., 2020; Serra et al., 2013a; Stewart and Franklin, 2008).

Metabolic and phenotypic heterogeneities are frequently observed in multi-species communities (Garg et al., 2016; Henson et al., 2019; Kim et al., 2020; Pacheco et al., 2021; Serra and Hengge, 2021) and in single-species biofilm populations (Cole et al., 2015; Dal Co et al., 2019; Lin et al., 2018; Moree et al., 2012; Rani et al., 2007; Serra et al., 2013b; Teal et al., 2006). Identifying the origins of these heterogeneous subpopulations, and how they interact with each other, is important for understanding the development and function of biofilms (Cole et al., 2015; Lin et al., 2018; Liu et al., 2015; Prindle et al., 2015). Multi-species biofilms predominate in the environment, yet they are highly complex and feature many concurrent intra-species and inter-species interaction processes, which may be organized in space and time (Brislawn et al., 2019; Garg et al., 2016; Kim et al., 2020). Due to this complexity of multi-species biofilms, it is often difficult to disentangle whether spatiotemporal physiological differentiation or a particular interaction between subpopulations is caused by the relative position of the species, or the position of each species in the context of the entire community, or the mutual response of different species to each other. In contrast, single-species biofilms offer precisely controllable model systems with reduced complexity for understanding basic mechanisms of metabolic differentiation and the interaction of subpopulations. Investigations of phenotypic heterogeneity in single-species assemblages have already revealed fundamental insights into metabolic interactions of subpopulations with consequences for the overall fitness and growth dynamics of the assemblages (Arjes et al., 2021; Cole et al., 2015; Evans et al., 2020; Lin et al., 2018; Liu et al., 2017; Liu et al., 2015; Wolfsberg et al., 2018). However, even for single-species biofilms, the extent of metabolic heterogeneity and metabolic dependencies of subpopulations are unclear.

To obtain an unbiased insight into the spatial organization of metabolism inside biofilms, we measured metabolome and transcriptome dynamics during the development of *E. coli* colony biofilms on a defined minimal medium that was solidified with agar. Our model system enabled highly reproducible colony growth and precise control of environmental conditions, which allowed us to detect phenotypic signatures of subpopulations. The temporally and spatially resolved data revealed that alanine metabolism displays a unique pattern during colony growth. We determined that secretion of alanine occurs in a part of the anoxic region of the colony, where the carbon and nitrogen sources are abundant. The secreted alanine is then consumed in a part of the oxic region of the colony, where glucose and ammonium from the minimal medium are lacking. This spatially organized alanine cross-feeding interaction occurs over a distance of tens of microns, and has important consequences for the viability and growth of the localized cross-feeding-dependent subpopulation, and for the global colony morphology.

## Results

### Colony growth transitions and global metabolic changes

To investigate the spatiotemporal organization of metabolism inside *E. coli* colonies, we first characterized the basic colony growth dynamics and morphology on solid M9 minimal medium, which contained glucose and ammonium as the sole carbon and nitrogen sources, respectively (Figure 1A). For all measurements performed with colonies, including microscopy-based measurements, the colonies were grown on top of filter membranes that were placed on M9 agar (Figure 1—figure supplement 1A). These membranes enabled rapid transfer of the colonies into extraction buffers, for downstream transcriptome and metabolome analyses. When we grew *E. coli* wild-type colonies in these conditions, we observed motility on the filter membranes on M9 agar, which led to heterogeneous colony development and an asymmetric colony morphology (Figure 1—figure supplement 1B). However, to study the spatiotemporal metabolism in *E. coli* colonies as precisely as possible, and to resolve even small phenotypic differences between strains and conditions, we required a colony growth behavior that is as reproducible as possible. Therefore, a strain lacking flagella due to the deletion of the flagellin (Δ*fliC*) was used as the parental strain for all following experiments, which resulted in highly reproducible and axially symmetric colony morphologies (Figure 1—figure supplement 1C). Colonies generally displayed two growth phases: colonies showed exponential growth in volume, height, and diameter for up to ~24 hr, followed by linear growth (Figure 1A and B). This transition in colony growth dynamics has previously been observed, and was hypothesized to be caused by a change in metabolism due to altered nutrient penetration and consumption for colonies above a certain size (Pirt, 1967; Warren et al., 2019).

**Figure 1.**
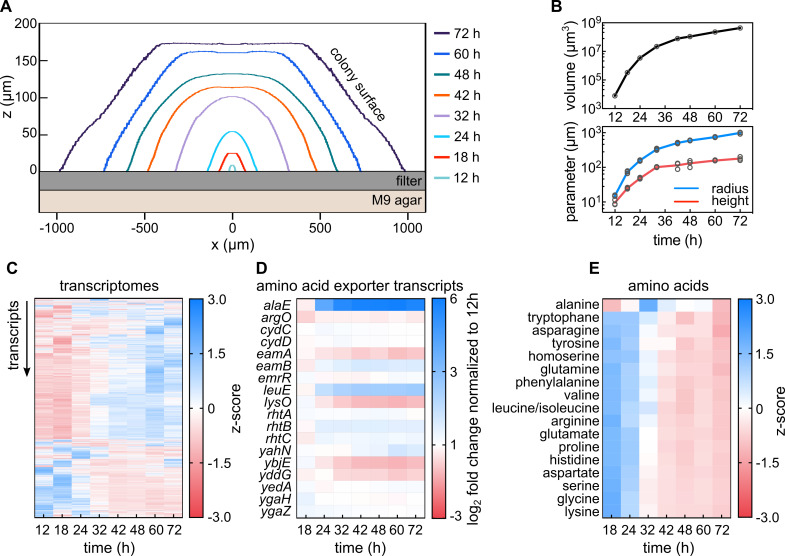
Transcriptomes and metabolomes during *E. coli* colony biofilm growth reveal metabolic transition and a unique role of alanine. (**A**) Cross-sectional profiles of representative *E. coli* colonies grown on membrane filters placed on solid M9 agar at different time points. (**B**) Volume (top panel), radius and height (bottom panel) of colonies as a function of time indicate a growth rate transition around 24–32 hr. All replicates are shown as individual data points, with a line connecting the mean values, n = 3 biological replicates. (**C**) Dynamics of expression profiles of 4231 genes during colony growth reveal physiological transition between 24 and 32 hr, n *=* 3 biological replicates. (**D**) Mean expression fold-changes of known amino acid exporters during colony growth, calculated in comparison to 12 hr colonies, n = 3 biological replicates. (**E**) Comparison of amino acid profiles in whole colonies, measured with mass spectrometry during colony growth; n = 3 biological replicates. Levels of amino acids are shown in Figure 1—figure supplement 5. Figure 1—source data 1.Source data for Figure 1.

**Figure 1—figure supplement 1.**
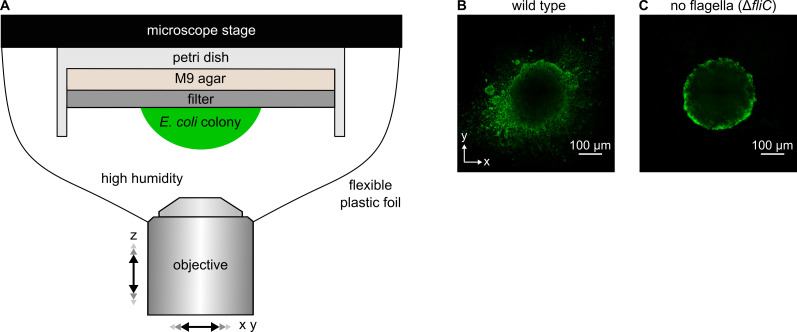
In contrast to wild-type colonies, flagella-deficient (Δ*fliC*) colonies are highly symmetric in shape. (**A**) Experimental arrangement for investigating colony growth using an inverted confocal microscope. Dimensions are not drawn to scale. (**B, C**) Confocal microscopy images of *xy*-planes of colonies on filter membranes on M9 agar, made by the wild type strain (panel **B**) or a strain lacking the flagellin gene *fliC* (panel **C**) grown for 24 hr. The Δ*fliC* strain produces no flagella and is incapable of swimming motility.

**Figure 1—figure supplement 2.**
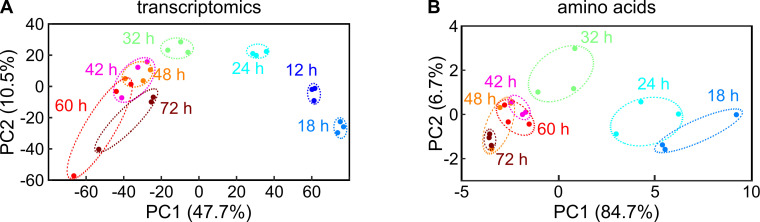
Principal component analysis of transcriptomic and metabolomic data. (**A**) Principal component analysis of the transcriptomic data presented in Figure 1C. The axes represent the 1st principal component (PC1) and the 2nd principal component (PC2). (**B**) Principal component analysis of amino acid data presented in Figure 1E. Each circle represents a different independent transcriptome or metabolome biological replicate. Replicates for the same colony growth timepoint have the same color and are enclosed by an ellipse with a dashed line.

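The analysis in panel A was repeated on log2-transformed CPM (normalized counts scaled by library size, prior count of 2) of the 4081 genes that passed the filter, each centred and scaled to unit variance. The first principal component (PC1) held 49.7% of the variance of the 24 whole-colony libraries and the second (PC2) 11.0%. The mean position on PC1 was 58.1 at 12 hr, 71.3 at 18 hr, 29.4 at 24 hr, -10.9 at 32 hr, -33.5 at 42 hr, -31.7 at 48 hr, -48.9 at 60 hr and -33.9 at 72 hr. The SD among the 3 replicates on this axis rose from 0.566 at 12 hr to 16.2 at 60 hr and 17.0 at 72 hr. Without scaling of the genes, PC1 held 67.3%.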

**Figure 1—figure supplement 3.**
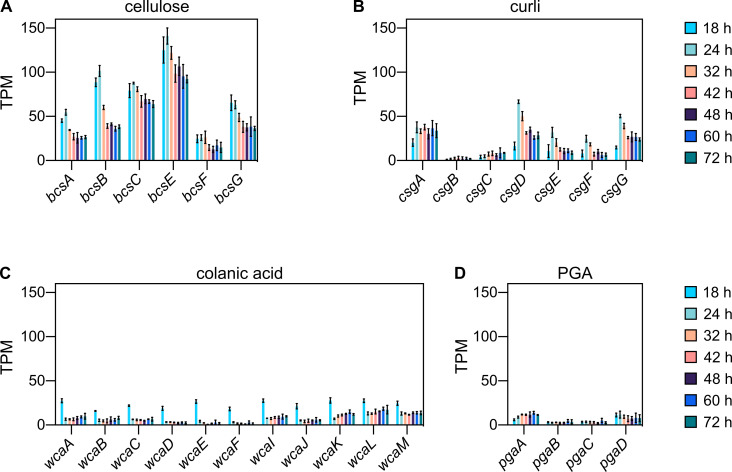
*E. coli* biofilm colonies express extracellular matrix genes. *E. coli* extracellular matrix is composed of cellulose, curli, colanic acid, *β*–1,6-N-acetyl-D-glucosamine (PGA) and flagella (Hobley et al., 2015). Here, transcripts per million (TPM) of genes involved in the production of cellulose (**A**), curli (**B**), colonic acid (**C**) and PGA (**D**) are shown for colonies of the parental strain (KDE722) grown for 18, 24, 32, 42, 48, 60, or 72 hr, measured using RNA-seq. Flagellar genes are not shown here, because the flagellin gene *fliC* is deleted in the parental strain. Data are mean ± standard deviation (s.d.), n = 3 biological replicates.

**Figure 1—figure supplement 4.**
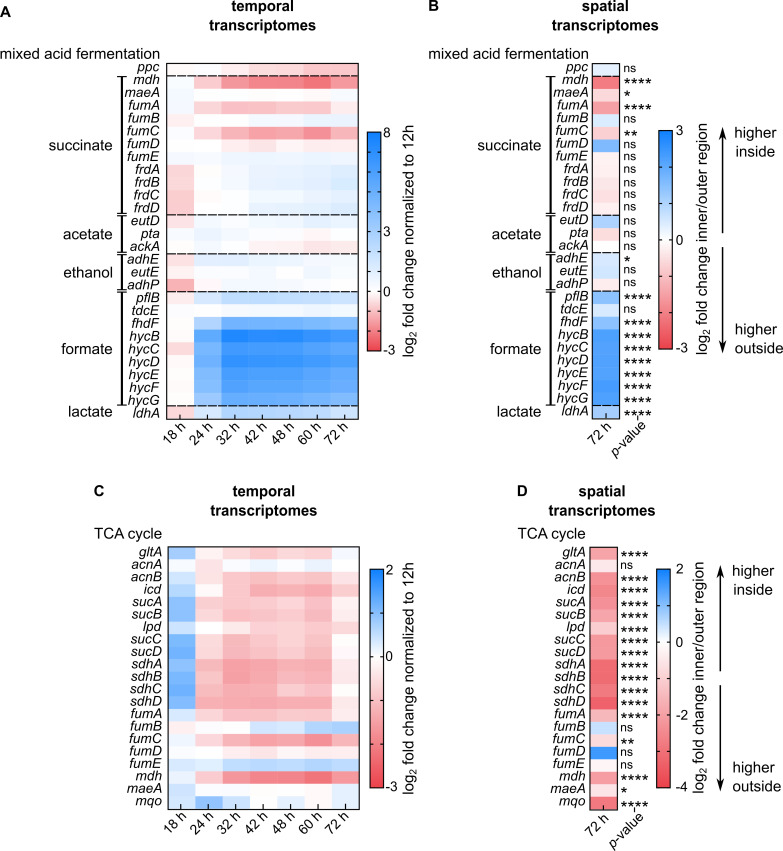
Spatial and temporal expression of genes involved in mixed acid fermentation and TCA cycle in colonies on M9 agar. (**A, B**) Heatmaps show genes involved in mixed acid fermentation. (**A**) Fold-changes of genes from whole-colony measurements at different growth stages, normalized to transcriptomes of 12 hr colonies. (**B**) Fold-changes of genes from spatially-resolved transcriptomes, measured for 72 hr colonies. The inner region corresponds to non-fluorescent cells, the outer region corresponds to those cells with mRuby2 fluorescence. (**C, D**) Heatmaps show genes involved in the TCA cycle. (**C**) Fold-changes of genes from whole-colony measurements at different growth stages, normalized to transcriptomes of 12 hr colonies. (**D**) Fold-changes of genes from spatially-resolved transcriptomes, measured for 72 hr colonies. Non-significant differences are labeled ‘ns’. p-Values correspond to FDR-adjusted p-values: * p < 0.05, ** p< 0.01, **** p < 0.0001. For panels *A* and *C*, n = 3 biological replicates; for *B* and *D*, n = 4 biological replicates. The genes *mdh*, *fumABCDE*, and *maeA* are involved in the mixed acid fermentation and the TCA cycle pathways, and are therefore displayed in all heatmaps.

**Figure 1—figure supplement 5.**
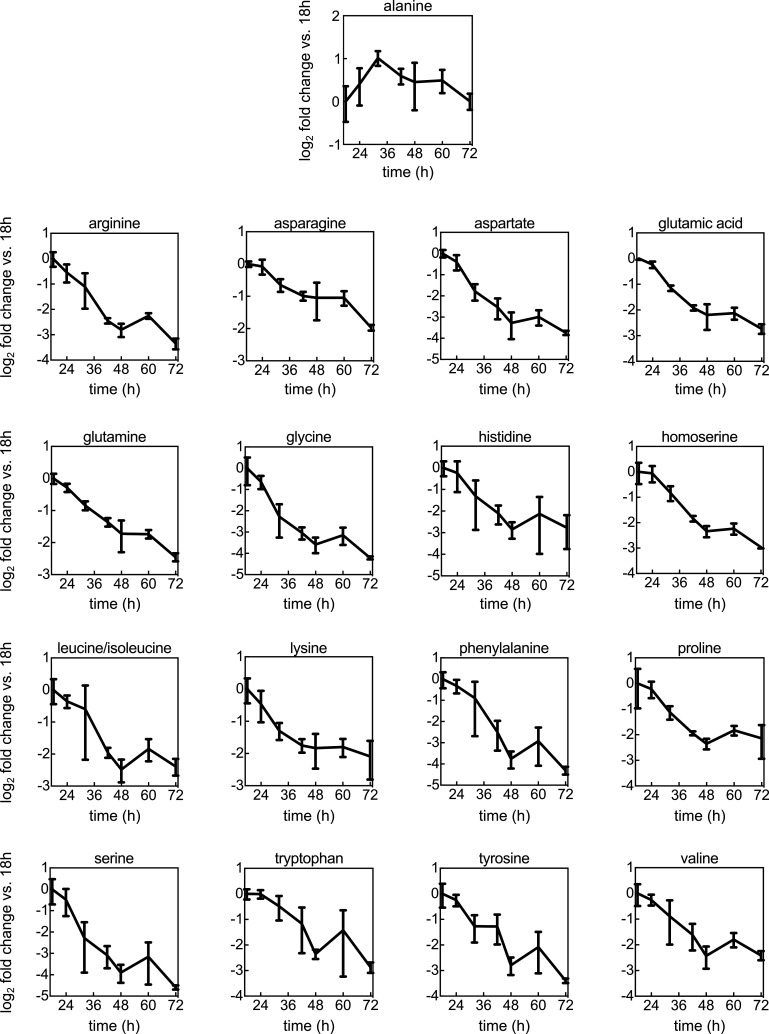
Amino acid levels during colony growth. Fold-changes of amino acid levels as a function of time during colony development on M9 agar, normalized to amino acid levels from 18 hr colonies. Measurements were performed using mass spectrometry. Data are mean values ± s.d., n = 3 biological replicates.

To further characterize the phenotypic changes that occur during colony growth, we performed time-resolved whole-colony transcriptome measurements (Figure 1C and Figure 1—figure supplement 2A). 

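The time course held 24 RNA-seq libraries of colonies of strain KDE722, an AR3110 derivative that lacks fliC and expresses mRuby2 constitutively. Colonies grew on filter membranes on M9 agar for 12, 18, 24, 32, 42, 48, 60 or 72 hr, with 3 biological replicates at each of the 8 time points. All libraries except that of replicate 2 at 32 hr came from one sequencing run. After rRNA depletion and directional library preparation, the authors mapped single reads to the E. coli K-12 W3110 chromosome and counted them on genes in CLC Genomics Workbench. For each of 4337 genes they deposited the total and the unique gene reads as counts without normalization, with TPM and RPKM beside them. The paper's text does not name the settings of the mapping or whether the counting used the strand. Total gene reads per library ranged from 3173896 to 6067921, with a median of 4658886. At 12 hr they ranged from 4687526 to 5868465 (median 5277653), at 18 hr from 5786851 to 6067921 (median 5971155), at 24 hr from 4766172 to 5701666 (median 5060479) and at 32 hr from 4630246 to 5124836 (median 4727013). At 42 hr they ranged from 4025567 to 4387618 (median 4373588), at 48 hr from 3845833 to 4606637 (median 4005088), at 60 hr from 3546071 to 4029339 (median 3888190) and at 72 hr from 3173896 to 5547046 (median 3333592). Over all 48 libraries of the study, unique gene reads made up 97.5% to 98.6% of total gene reads, and the most abundant gene took 0.862% to 2.43% of them. The deleted fliC gene had 0 to 2 reads per library.

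Total gene reads were normalized by TMM and fitted with edgeR's quasi-likelihood model, with the time point as the group, so that all 24 libraries shared one estimate of the spread. Genes with low counts were left out by edgeR's filterByExpr rule, and 4081 genes were tested. A gene counted as differentially expressed at an absolute log2-fold-change above 1 and an FDR-adjusted p-value (Benjamini-Hochberg) below 0.05. Genes from the paper's figures counted as called at the adjusted p-value alone. Expression levels are given as CPM, the TMM-normalized counts scaled by library size, as mean ± SD.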

The transcriptomes revealed a major change after 24 hr of growth (Figure 1C), which reflects the change in growth dynamics that was apparent in the morphological parameters (Figure 1B). 

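Relative to 12-hr-colonies, 181 genes were differentially expressed at 18 hr (91 higher and 90 lower), 267 at 24 hr (157 higher and 110 lower) and 648 at 32 hr (351 higher and 297 lower). The numbers at 42, 48 and 60 hr were 922 (498 higher and 424 lower), 873 (460 higher and 413 lower) and 1177 (698 higher and 479 lower). Between consecutive time points, 387 genes changed from 18 to 24 hr (211 higher and 176 lower), 186 from 24 to 32 hr (126 higher and 60 lower) and 16 from 32 to 42 hr (10 higher and 6 lower). From 60 to 72 hr 102 genes changed, of which 100 were higher at 72 hr. The 2 lower genes, which lay outside the rule for naming genes and were picked after their values were seen, were hyaA and insE_2. The log2-fold-change of hyaA was -1.00016 (edgeR FDR-adjusted p = 0.0237), just past the threshold. It was not called lower with DESeq2's size factors, in DESeq2, in the likelihood ratio test or without a filter. That of insE_2 was -1.30 (edgeR FDR-adjusted p = 0.0351), and insE_2 was not called with unique gene reads. It is one copy of an insertion element whose reads other copies may share.

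**Figure D1:**
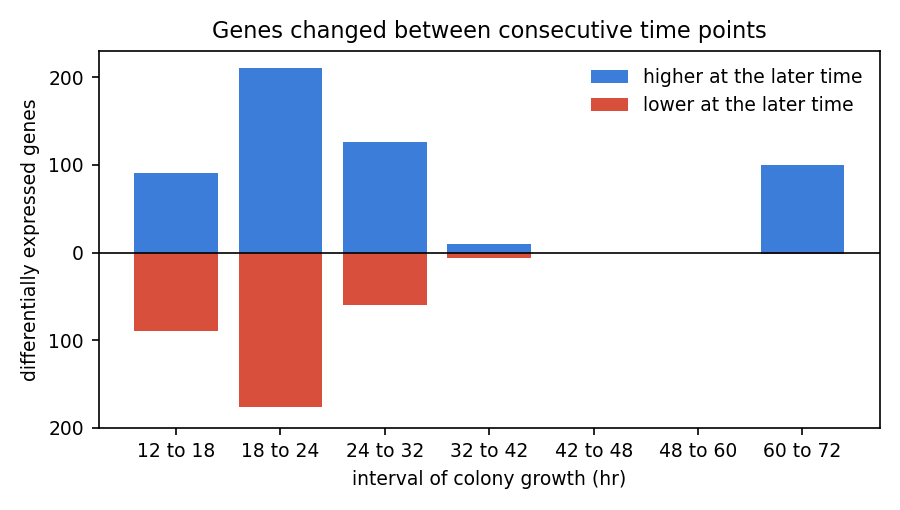
Differentially expressed genes (vertical axis, number) between consecutive time points of colony growth (horizontal axis, hr), with genes higher at the later time above 0 and lower genes below it. The interval from 18 to 24 hr held 211 higher and 176 lower genes, and the interval from 24 to 32 hr held 126 and 60.

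From 42 to 48 hr and from 48 to 60 hr edgeR called 0 genes, with 71 and 617 genes at an unadjusted p below 0.05. For 42 to 48 hr, DESeq2 and edgeR's likelihood ratio test each called 1 gene, ibpB, which was also the 1 gene called when the replicate number, which paired these libraries, was added as a block. For 48 to 60 hr both tools called 0, and without replicate 1 of the 60-hr-colonies edgeR called 15 and without replicate 2 it called 1 (ybhH). For the last interval, a fit of its 6 libraries alone called 0 instead of 102 genes (279 at an unadjusted p below 0.05), while DESeq2 called 111. The replicate number paired these libraries too. With it as a block the fit of all time points called 113, and that of the 6 libraries, chosen after the data were seen, 110. Without replicate 2 or 3 at 60 hr that interval held 47 and 15 genes. Without replicate 1 or 2 at 72 hr it held 0 (438 and 432 at an unadjusted p below 0.05), and without replicate 3 it held 194.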

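At 72 hr relative to 12 hr, 963 of the 4081 genes tested (23.6%) were differentially expressed, 618 higher and 345 lower. Of the genes in the files, 4248 had at least 1 read in some library of the time course and 4063 had one in every library. For 940 of the 963 genes, all 3 libraries of one time point lay above all 3 of the other, an order that the selection of called genes favours. Among the alternatives that kept both thresholds, a stricter filter of at least 10 counts in every library moved the number most, to 812. The genes with the largest rise and fall among those with separate groups and at least 50 counts in every library of the higher group are given with their place on the W3110 chromosome. On the minus strand, adiY (4341846 to 4342607) rose from 1.60 ± 0.50 to 279.9 ± 66.6 CPM (n = 3 each), a log2-fold-change of 7.40 (SE 0.28, edgeR FDR-adjusted p = 5.79e-15). The next largest rises were those of hycA (log2-fold-change 6.83), ibpB (6.55), hycB (6.36) and yhjX (6.34, SE 0.80), the last with an SD at 72 hr as large as its mean (1106 ± 1117 CPM). On the plus strand, yjbE (4239496 to 4239738) had the largest fall, from 1085 ± 305 to 15.5 ± 13.3 CPM, a log2-fold-change of -6.16 (SE 0.41, edgeR FDR-adjusted p = 4.27e-11). It was followed by wcaF (-6.10), wcaE (-5.90), wza (-5.55) and gmd (-5.49).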

After 72 hr of growth, 966 out of 4231 detected genes were differentially expressed in comparison to the 12 hr time point (log_2_-fold-changes > 1 or <-1, and FDR-adjusted p-value < 0.05). The whole-colony transcriptomes also showed that biofilm matrix biosynthesis genes are expressed continuously during colony growth (Figure 1—figure supplement 3). Furthermore, the transcriptomes confirmed that well-known pathways such as mixed acid fermentation and tricarboxylic acid (TCA) cycle were differentially regulated after 24 hr of growth (Figure 1—figure supplement 4A,C). These results are consistent with the hypothesis that above a certain colony size, which is reached between 24 and 32 hr in our conditions, the consumption of oxygen by cells in the outer region of the colony causes a large anoxic region inside the colony.

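The deposited TPM values, summed over the genes of each matrix component, were read at all 8 time points in 3 libraries each. The 6 cellulose genes summed to 653 ± 28.7 TPM (SD, n = 3) at 12 hr, 427 ± 38.4 at 18 hr, 474 ± 10.5 at 24 hr, 373 ± 16.8 at 32 hr and 272 ± 15.3 at 72 hr. The 7 curli genes summed to 124 ± 11.7 TPM at 12 hr, 75.6 ± 13.0 at 18 hr, 218 ± 9.72 at 24 hr and 112 ± 14.2 at 72 hr. The 11 colanic acid genes summed to 845 ± 117 TPM at 12 hr, 258 ± 8.95 at 18 hr, 74.9 ± 3.38 at 24 hr and 88.6 ± 15.4 at 72 hr. The 4 poly-N-acetylglucosamine (PGA) genes, which the files list as ycdS, ycdR, ycdQ and ycdP, summed to 16.8 ± 1.06 TPM at 12 hr, 31.7 ± 11.0 at 60 hr and 25.6 ± 7.04 at 72 hr. Every gene of these lists had reads in all 24 libraries except csgB, with 0 to 10 reads, and wcaF, with 0 to 301, each of which had reads in 23. All 11 colanic acid genes and all 6 cellulose genes were more than 2-fold lower at 72 hr than at 12 hr in edgeR's test (median log2-fold-changes -3.65 and -1.47), and the same numbers were called when adjusted over the list alone. Of the 6 curli genes tested, 4 were called lower at 72 hr (4 when adjusted over the list alone), and of the 4 PGA genes 1 was called higher, pgaA (log2-fold-change 0.91), which was also the 1 called when adjusted over the list alone. With TMM-normalized CPM in place of TPM, the cellulose sum fell from 1844 at 12 hr to 634 at 72 hr and the colanic acid sum from 1133 to 108.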

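Of the 21 TCA cycle genes in Figure 1—figure supplement 4, 13 were called higher at 18 hr than at 12 hr (15 when adjusted over the list alone). From 18 to 24 hr, 17 were called lower and 1, mqo, higher (18 when adjusted over the list alone), and 9 fell by more than 2-fold. From 24 to 32 hr, 5 were called lower and 1 higher (7 when adjusted over the list alone), none by more than 2-fold. Relative to 12 hr, 15 were called lower and 2 higher at 32 hr, and 5 lower, 2 higher and 14 not called at 72 hr (7 when adjusted over the list alone). The gene sdhA (756329 to 758095, plus strand) had 647 ± 76.5 CPM (n = 3) at 12 hr, 1232 ± 174 at 18 hr, 299.6 ± 16.4 at 24 hr, 229 ± 2.99 at 32 hr and 514 ± 229.7 at 72 hr, with a log2-fold-change of -2.04 from 18 to 24 hr. Its neighbour sdhC, which overlaps sdhD by 7 bp, had the largest fall of the list in that interval, a log2-fold-change of -2.29 (SE 0.30, edgeR FDR-adjusted p = 3.18e-06). Among the mixed acid fermentation genes, 8 of the 9 formate genes rose by more than 2-fold from 18 to 24 hr and 7 did so again from 24 to 32 hr (8 called in each interval, and 8 when adjusted over the list alone). The paper reads its results as compatible with a hypothesis on oxygen. This hypothesis holds that, above a certain colony size, oxygen consumption in the outer region leaves a large anoxic region inside the colony.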

Although it is commonly assumed that *E. coli* subpopulations cross-feed acetate (Cole et al., 2015; Dal Co et al., 2019; San Roman and Wagner, 2020; Wolfsberg et al., 2018), the temporal transcriptomes did not reveal strong regulation of acetate metabolism transcripts during the major transition in colony metabolism described above (Figure 1—figure supplement 4A). However, transcripts of the lactate, formate, and succinate biosynthesis pathways displayed differential regulation during colony growth (Figure 1—figure supplement 4A). 

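The acetate genes in Figure 1—figure supplement 4A are pta, ackA and eutD (listed in the files as eutI). From 18 to 24 hr all 3 were called higher, by log2-fold-changes of 0.39 to 0.83 (3 when adjusted over the list alone). From 24 to 32 hr ackA was called lower, with a log2-fold-change of -0.31, and pta and eutD were not called. Relative to 12 hr, pta was called higher at 24 hr (0.63) and 32 hr (0.39), the latter not without replicate 2 (0.32, edgeR FDR-adjusted p = 0.0658) or replicate 3 (0.32, edgeR FDR-adjusted p = 0.0659) of the 32-hr-colonies. At 72 hr, ackA was called lower, with a log2-fold-change of -0.34 (edgeR FDR-adjusted p = 0.0067), pta was not called (0.04), and eutD was called higher, with a log2-fold-change of 0.65 (edgeR FDR-adjusted p = 0.0413). The call of eutD held in 5 of 8 alternatives and was lost without replicate 1 (edgeR FDR-adjusted p = 0.106) or 2 (0.157) at 12 hr and without replicate 2 (0.0869) or 3 (0.129) at 72 hr. None of the 3 genes changed by more than 2-fold in any of these comparisons.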

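The lactate dehydrogenase gene ldhA (1443568 to 1444557, minus strand) rose from 57.7 ± 7.85 CPM (n = 3) at 12 hr to 346 ± 168 at 32 hr and was at 176 ± 14.3 at 72 hr. Its log2-fold-change relative to 12 hr was 1.33 at 24 hr, 2.59 at 32 hr and 1.61 at 72 hr (SE 0.25, edgeR FDR-adjusted p = 1.13e-05). Of the 9 formate genes, 8 were more than 2-fold higher than at 12 hr at 24, 32 and 72 hr. At 72 hr the remaining gene, tdcE, was also called, with a log2-fold-change of 0.42 (9 when adjusted over the list alone). The formate hydrogenlyase gene hycB (2847894 to 2848505, minus strand), which overlaps hycC by 4 bp, had 1.83 ± 0.332 CPM at 12 hr, 76.2 ± 5.78 at 24 hr, 323 ± 28.2 at 32 hr and 153 ± 44.7 at 72 hr. The pyruvate formate-lyase gene pflB (951694 to 953976, minus strand) had a log2-fold-change of 1.35 at 24 hr and 1.67 (SE 0.12) at 72 hr, and fdhF (4300698 to 4302845, minus strand) one of 3.99 at 72 hr. Of the 12 succinate genes, 3 were called higher and 4 lower at 32 hr (7 when adjusted over the list alone), and 6 higher and 3 lower at 72 hr (10 when adjusted over the list alone). The frdA, frdB, frdC and frdD genes had log2-fold-changes of 1.05, 1.24, 0.82 and 1.16 at 72 hr. Those of mdh (3383185 to 3384123, minus strand) and fumC were -1.62 (SE 0.17) and -1.16. From 18 to 24 hr the 4 frd genes were called higher (0.60 to 0.78) and 4 other genes of the list lower.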

Apart from these metabolites, we noticed peculiar patterns in the expression of amino acid pathways. The gene expression levels for some amino acid transporters remained unchanged during colony growth, while a few amino acid transporters were >2 fold up- or down-regulated after 24 hr or 32 hr of growth (Figure 1D). 

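Of the 17 amino acid exporter genes in Figure 1D, all of which were tested, 5 were called higher and 2 lower at 24 hr than at 12 hr (7 when adjusted over the list alone). At 32 hr, 5 were called higher and 3 lower, and 9 were not called (8 called when adjusted over the list alone). At both times the genes that changed by more than 2-fold were alaE and leuE, which the files list as ygaW and yeaS. The leucine exporter gene leuE (1881835 to 1882473, minus strand) had log2-fold-changes of 1.46 at 24 hr and 2.00 at 32 hr. At 72 hr, 6 genes were called higher and 3 lower, and 8 were not called (9 called when adjusted over the list alone). At that time leuE had risen from 10.3 ± 1.26 to 54.7 ± 5.85 CPM (n = 3 each), a log2-fold-change of 2.41 (SE 0.18, edgeR FDR-adjusted p = 2.38e-10). The gene lysO (listed as ybjE, 914380 to 915279, minus strand) fell, with a log2-fold-change of -1.06 (SE 0.13, edgeR FDR-adjusted p = 5.99e-07). Apart from alaE, which is described below, the other genes lay between -0.88 and 0.90. The highest of these, yahN, was not called without replicate 1 at 72 hr (0.74, edgeR FDR-adjusted p = 0.0659). The gene argO, not called at 72 hr, was called in 2 of 8 alternatives and without replicate 1 at 12 hr (-0.46, edgeR FDR-adjusted p = 0.0152) or replicate 3 at 72 hr (-0.41, edgeR FDR-adjusted p = 0.0421).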

Interestingly, the gene coding for the alanine exporter AlaE (Hori et al., 2011b) showed strong expression changes (~50 fold increase) in 72-hr-colonies relative to 12-hr-colonies (Figure 1D).

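The alaE gene lies at 2797820 to 2798269 on the plus strand of the W3110 chromosome, has a coding length of 450 bp and overlaps no other gene in the files. Its level was 8.22 ± 0.518 CPM (SD, n = 3) at 12 hr and 417 ± 91.3 at 72 hr, from 36 to 43 reads per library at 12 hr and 1382 to 2038 at 72 hr. The log2-fold-change was 5.66 (SE 0.18, edgeR FDR-adjusted p = 9.42e-16), which is 50.6-fold. All 3 libraries at 72 hr lay above all 3 at 12 hr, which is the order behind the smallest two-sided p that an exact permutation test of 3 against 3 allows, 0.1. Over 16 alternatives the log2-fold-change stayed between 5.47 and 5.89.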

To further characterize the observed metabolic transition between 24 and 32 hr of colony growth, we measured the amino acid profiles of the colonies using mass spectrometry and normalized them by the colony biomass. To obtain sufficient biomass for these measurements, the colonies needed to be grown for at least 18 hr. All amino acid abundances decreased during colony growth – except for alanine, which remained relatively constant with a peak abundance at 32 hr (Figure 1E, Figure 1—figure supplement 2B, and Figure 1—figure supplement 5). Thus, both transcriptome and metabolome data suggest a unique change of alanine metabolism during *E. coli* colony growth, which led us to investigate the role of alanine metabolism in colony morphogenesis.

### Spatial regulation of alanine transport and degradation

Biofilms are expected to be metabolically heterogeneous so that we hypothesized that alanine metabolism is spatially organized inside biofilms. To test this hypothesis, we developed a method to measure transcriptomes with spatial resolution in the colonies. The method is based on the oxygen-dependence of chromophore maturation of the fluorescent protein mRuby2 (Lam et al., 2012; Tsien, 1998). Using a strain that constitutively expresses mRuby2 from a chromosomal locus, so that all cells in the colony produce mRuby2, we observed that only the air-facing region of the colony was fluorescent in colonies that had grown for 72 hr. Quantification of the mRuby2 fluorescence showed a similar, but slightly steeper decrease of fluorescence in the horizontal *xy*-direction into the colony, compared with the vertical *z*-direction (Figure 2A). By using an oxygen microsensor to directly measure oxygen levels inside the colony in the *z*-direction (Jo et al., 2017), we determined that the mRuby2 fluorescence was a reliable indicator of oxygen levels (Figure 2A). During colony growth, the fraction of fluorescent cells in the colony decreased (inset in Figure 2B), and the majority of the colony became non-fluorescent (i.e. anoxic) around 24 hr, which coincides with the time at which the whole-colony transcriptome shifted towards anaerobic metabolism (Figure 1C). This decrease in the mRuby2-fluorescent population during colony growth ultimately led to a thin layer of fluorescent cells in the air-facing part of the colony (Figure 2B).

**Figure 2.**
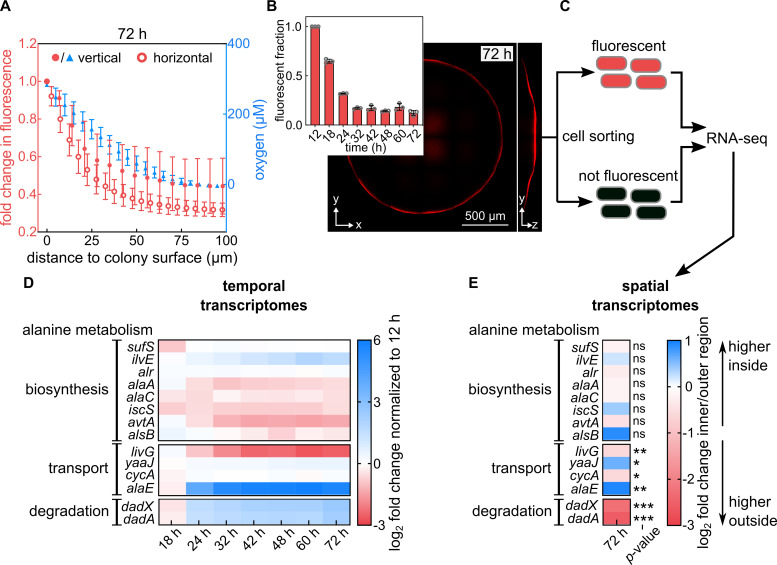
Alanine transport and degradation are spatially regulated within colony biofilms. (**A**) Measurement of oxygen penetration into colonies grown for 72 hr on filter membranes on M9 agar using two different methods (for strain KDE722). Left axis (red): Intensity of mRuby2 fluorescence within a vertical cylinder of radius 3.3 µm in the center of the colony (filled circles), and intensity of mRuby2 fluorescence within a horizontal plane at the base of the colony (open circles, mean ± s.d., n = 3 biological replicates). Right axis (blue): Direct measurement of oxygen levels acquired by vertical scanning of an oxygen microsensor at the center of the colony (blue triangles, mean ± s.d., n = 10 replicates). (**B**) Confocal image of a representative 72 hr colony of a strain that constitutively expresses mRuby2 (KDE722). Insert: Fraction of fluorescent biovolume inside colonies grown for different times. Data are mean ± s.d., n = 3 biological replicates. (**C**) Scheme of the sorting procedure: Cells from a 72 hr colony are separated, fixed using formaldehyde, and sorted according to their mRuby2 fluorescence, followed by RNA-seq, as described in the methods section. (**D**) Heatmaps showing the mean fold-change (n = 3 biological replicates) of expression levels of genes involved in alanine metabolism, from whole-colony measurements. Fold-changes are computed relative to the 12 hr timepoint. (**E**) Spatial transcriptome results, quantified as fold-changes between the inner region (no mRuby2 fluorescence) and outer region (high mRuby2 fluorescence) regions of colonies grown for 72 hr. Blue color in the heatmap indicates genes with higher transcript levels in the inner region of the colony, red color indicates higher transcripts in the outer region of the colony. Data are means, n = 4 biological replicates. Non-significant differences between spatial regions are labeled ‘ns’. The p-values correspond to false discovery rate (FDR)-adjusted p-values: * p < 0.05, ** p < 0.01, *** p < 0.001. Figure 2—source data 1.Source data for Figure 2.

**Figure 2—figure supplement 1.**
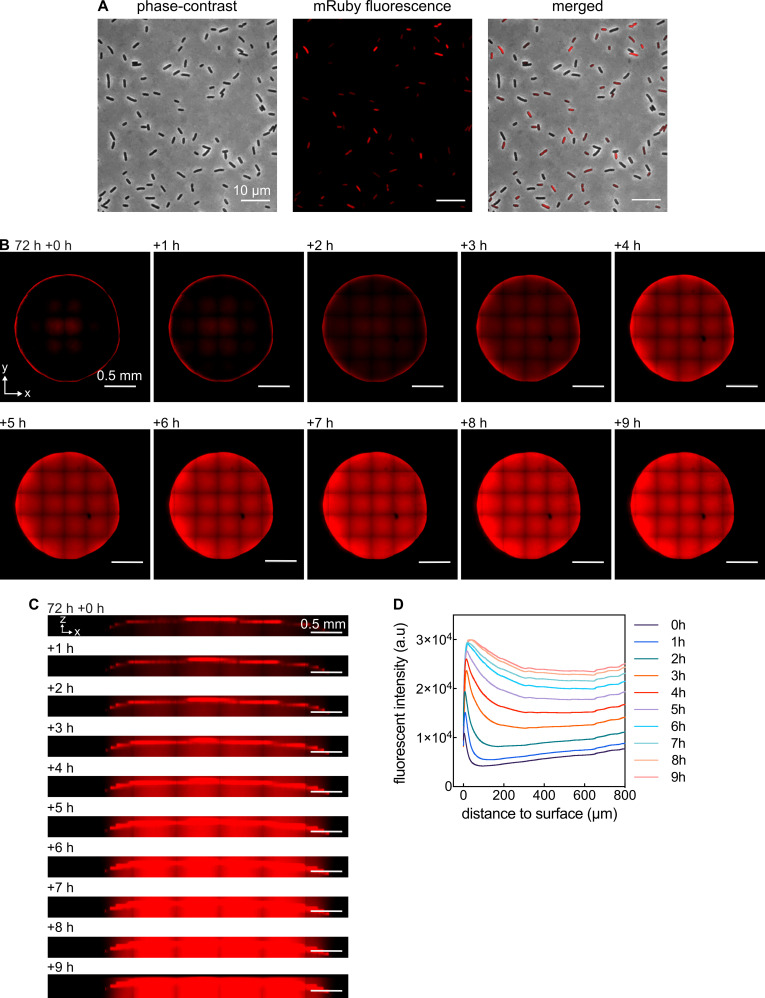
Fluorescent gradients of mRuby2 in growing colonies are not due to imaging artefacts. (**A**) Images of cells from a 72 hr colony that was resuspended in PBS. Some cells are fluorescent, others display less or no fluorescence. (**B**) Confocal images of a *xy*-plane of a 72 hr colony acquired at *z* = 60 µm above the filter membrane on M9 agar. At 72 hr + 0 hr the filter membrane carrying the colony was moved from M9 agar to an agar plate with the same medium, but lacking glucose. As a consequence, cells stop growth and strongly reduce the consumption of molecular oxygen, allowing oxygen to penetrate into the colony. Penetration of oxygen allows the mRuby2 protein to fold into the fluorescent conformation. The square pattern in the images results from the fact that colony images were stitched together from 7 × 7 image tiles. (**C**) Confocal images of a *xz*-plane of the same 72 hr colony as in panel **B**, following the same experimental procedure. (**D**) Quantification of panels **B**, **C**: mRuby2 fluorescent intensity profiles at different times after transferring the colony to M9 agar without glucose (different colored lines), as a function of distance to the outer surface of the colony.

**Figure 2—figure supplement 2.**
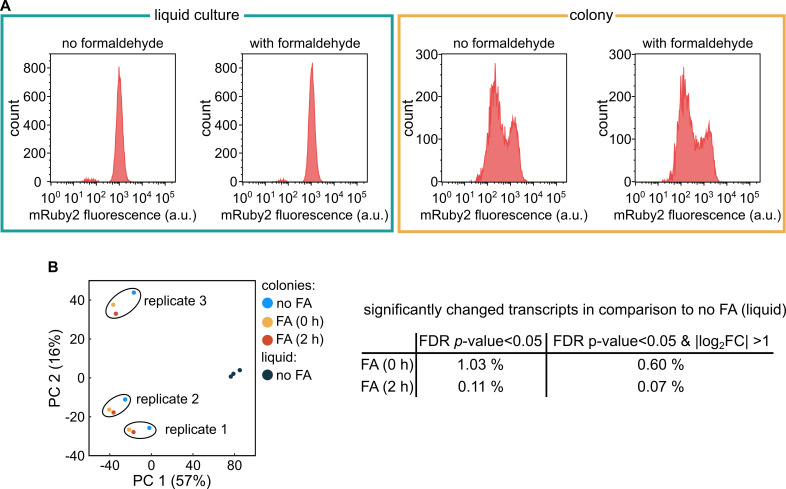
Formaldehyde fixation does not affect mRuby2 fluorescence or the colony transcriptome. (**A**) Flow cytometry results for fluorescence of *E. coli* constitutively expressing mRuby2 (strain KDE722) with or without 2 hr of fixation using 4 % formaldehyde. For the two panels on the left (enclosed by green box), the cells were grown in liquid shaking M9 medium. For the two panels on the right (enclosed by orange box), the cells were grown as a colony on M9 agar. (**B**) Principal component analysis of the transcriptomes of colonies grown for 72 hr, which were either fixed with 4 % formaldehyde (FA) for 0 hr or 2 hr, or without fixation. As a control, the transcriptome of cells from an exponentially growing M9 liquid shaking culture without fixation was also analyzed. Each data point corresponds to an independent biological replicate (n = 3). The table on the right indicates the number of differentially expressed genes in colonies, in comparison to the colonies without fixation, using as threshold for differentially expressed genes either a FDR-adjusted p-value < 0.05, or a FDR-adjusted p-value < 0.05 and an absolute log_2_ fold-change (log_2_ FC) > 1.

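The transcriptomes of the fixation control came from unsorted cells of 72-hr-colonies that were not fixed, fixed for 0 hr or fixed for 2 hr with formaldehyde, and from an exponentially growing liquid M9 culture, with 3 biological replicates each. The authors made and deposited these counts in the same way as for the time course. Total gene reads ranged from 1915255 to 2251943 (median 2081835) without fixation, from 2768844 to 4022949 (median 3443488) after 0 hr, from 2938626 to 3927978 (median 2970507) after 2 hr and from 1912067 to 3603999 (median 2951543) in liquid culture. The libraries without fixation and of the liquid culture shared one sequencing run with replicate 3 of the 2 hr fixation, and the other fixed libraries came from another run, so that run and fixation were nearly confounded. The 9 colony libraries were fitted together, with 4074 genes tested.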

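In a principal component analysis of these 9 colony libraries and the 3 of the liquid culture (log2-transformed and scaled as for the time course), PC1 held 56.0% and PC2 14.6% of the variance. PC1 parted the liquid culture (77.9 ± 4.77, mean ± SD, n = 3) from the colonies without fixation (-17.1 ± 9.20), after 0 hr (-31.9 ± 8.01) and after 2 hr (-28.9 ± 8.30). On PC2 the SD among the 3 replicates of each colony group was 34.4, 32.7 and 31.2 in the same order. The liquid culture differed from the unfixed colonies in 1228 of 3822 genes, 491 higher and 737 lower. Of these, 1211 had all libraries of one group above all of the other, an order that the selection of called genes favours. The genes with the largest differences by the rule were tsr (log2-fold-change 4.89), livJ (4.86), cheW (4.76), malK (4.75) and cheY (4.74), higher in liquid, and adiY (-7.61), gadE (-7.43), gadB and gadA (both -7.22) and hdeB (-6.98), lower in liquid. The gadA and gadB genes are near-identical copies whose reads the counting could split, so their separate values are uncertain.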

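In the fit of the 9 colony libraries, fixation for 0 hr changed 13 genes at both thresholds (1 higher and 12 lower) and 23 at the adjusted p-value alone (0.319% and 0.565% of the genes tested), with 623 genes at an unadjusted p below 0.05. Fixation for 2 hr changed 0 genes at either threshold in edgeR, with 403 at an unadjusted p below 0.05, while DESeq2 and edgeR's likelihood ratio test each called 4 at both thresholds. The DESeq2 genes were puuA, pspB, metE and dppB, and those of the likelihood ratio test metE, dppB, ymcE and insE_3, picked after their values were seen. For 0 hr these tools called 27 and 30 genes at both thresholds. The replicate number paired the libraries. With that number as a block in the fit, the counts rose to 46 for 0 hr and 28 for 2 hr at both thresholds, and to 1401 and 1089 genes at the adjusted p-value alone, among which the median absolute log2-fold-change was 0.40 and 0.37. Without replicate 1 of the unfixed colonies, or without any 1 of the 3 libraries fixed for 0 hr, edgeR without the block called 0 genes for 0 hr at both thresholds (477 to 568 at an unadjusted p below 0.05). Without replicate 2 or 3 of the unfixed colonies it called 10 and 12. For 2 hr it called 0 with each library left out (258 to 446 at an unadjusted p below 0.05).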

**Figure 2—figure supplement 3.**
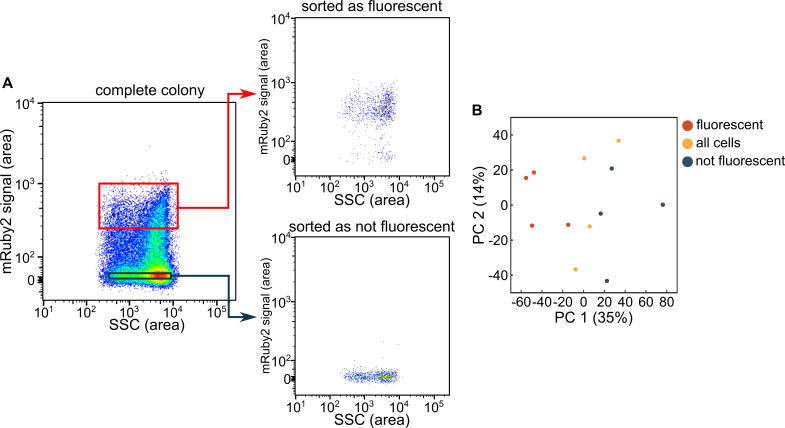
Application of flow cytometry with fluorescence-activated cell sorting to separate cells from the inner and outer regions of colonies. (**A**) Representative sorting results of a colony grown for 72 hr, using the mRuby2 fluorescence signal and the side scatter (SSC) signal. Cells were sorted into two separate bins (red, black). (**B**) Principal component analysis of RNA-seq results of the two separated bins, or the entire population, from colonies that were grown for 72 hr, showing the 1st (PC1) and 2nd (PC2) principal component axes. Each data point corresponds to an independent replicate (n = 4 biological replicates).

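The 12 sorted libraries, 4 each of all cells, of the not fluorescent (inner) bin and of the fluorescent (outer) bin, were analysed over 3860 genes in the same way as in Figure 1—figure supplement 2A. PC1 held 37.1% and PC2 13.8% of the variance. The position on PC1 was -34.6 ± 20.8 (mean ± SD, n = 4) for inner cells, 43.3 ± 17.9 for outer cells and -8.76 ± 17.3 for all cells. The 4 inner libraries shared one sequencing run with outer replicate 3 and with all-cells replicates 1, 3 and 4, and the other libraries came from a different run.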

**Figure 2—figure supplement 4.**
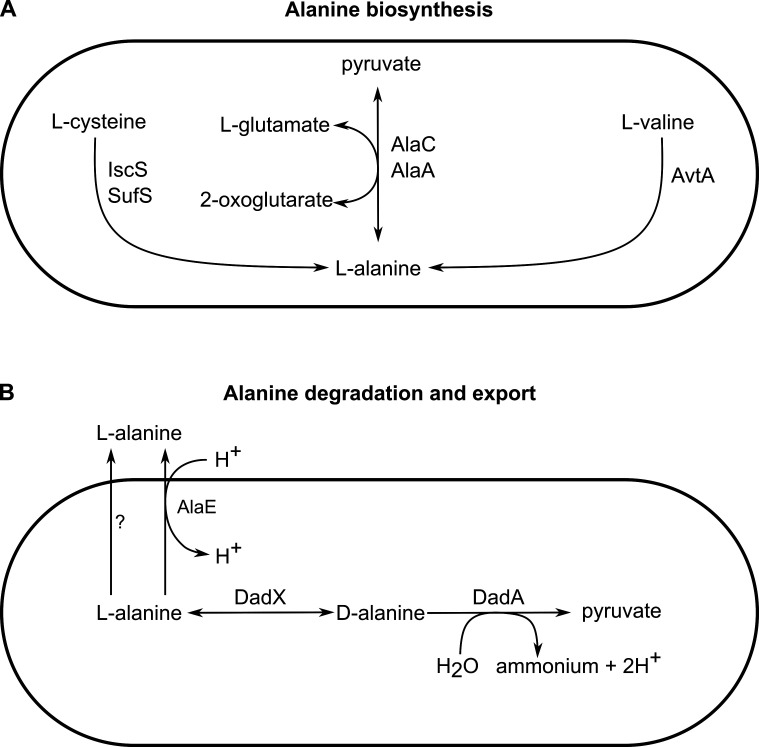
Key pathways in alanine metabolism. (**A**) Alanine biosynthesis pathways. (**B**) Alanine degradation and export pathways. Cells are drawn with a schematic rod shape.

To eliminate the possibility that the observed mRuby2 fluorescence profile was due to imaging artefacts, such as insufficient laser penetration into the colony, we disrupted 72-hr-colonies and imaged the resulting, well-separated single cells. The time between colony disruption and imaging for this control experiment was less than 2 min, which is substantially shorter than the mRuby2 fluorophore maturation time (~150 min Lam et al., 2012). In these images, only some cells displayed fluorescence (Figure 2—figure supplement 1A), indicating that the fluorescence gradient we observed in Figure 2B is not an imaging artefact. In an additional control experiment, we sought to test if the fluorescence gradient was caused by the oxygen gradient. If the oxygen gradient in the colony is created by oxygen consumption by cells in the air-facing region (Klementiev et al., 2020; Stewart and Franklin, 2008), the oxygen gradient (and therefore the mRuby2 fluorescence gradient) should disappear when metabolic processes that consume oxygen are prevented. To test this, we starved the colonies by transferring the filter membrane carrying the colonies to an M9 agar plate lacking glucose, which strongly decreases the colony capacity to consume oxygen. We observed that in this case, mRuby2 proteins that are located in the formerly dark anoxic region of the colony became fluorescent (Figure 2—figure supplement 1B,C,D). The oxygen in the fresh agar plate is not able to cause the entire colony to become fluorescent without the reduced oxygen consumption in the colony caused by the lack of glucose. The finding that the entire colony becomes fluorescent after the transfer is consistent with the interpretation that in the absence of glucose, cells consume less oxygen so that molecular oxygen can penetrate into the colony to enable chromophore maturation of mRuby2 in the formerly anoxic region (Figure 2—figure supplement 1B,C,D). Together, these control experiments and the direct measurements of oxygen levels inside the colonies show that the difference in fluorescence levels in our system reflect the spatial position of the cells in the colony.

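Between unsorted 72-hr-colonies with and without fixation, the alanine genes alaE, dadA, dadX, cycA and ilvE were not called in the fit without pairing of the replicates when adjusted over all genes. Adjusted over their lists in Figure 2D alone, ilvE, iscS, cycA and alaE were called after 0 hr and cycA after 2 hr. The level of alaE was 311 ± 77.3 CPM (SD, n = 3) without fixation, 514 ± 95.9 after 0 hr and 466 ± 123 after 2 hr, with log2-fold-changes of 0.72 (edgeR FDR-adjusted p = 0.212) and 0.56 (edgeR FDR-adjusted p = 0.496). With the replicate number as a block these were 0.73 (SE 0.07, edgeR FDR-adjusted p = 1.27e-06) and 0.55 (edgeR FDR-adjusted p = 3.60e-05). The dadA gene was at 754 ± 153 CPM without fixation and at 606 ± 163 and 616 ± 142 after 0 and 2 hr, and its blocked log2-fold-changes were -0.34 (edgeR FDR-adjusted p = 0.000638) and -0.32 (edgeR FDR-adjusted p = 0.00136). The dadX gene was not called in either fit, with blocked log2-fold-changes of -0.15 and -0.04. For ilvE and cycA the blocked log2-fold-changes after 0 hr were -0.79 (edgeR FDR-adjusted p = 7.81e-08) and -0.50 (edgeR FDR-adjusted p = 6.47e-05).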

To obtain spatial transcriptomes, we then separated colonies grown for 72 hr into individual cells, immediately fixed them with formaldehyde (which prevents mRuby2 fluorophore maturation in the presence of oxygen without altering the transcriptomes; Figure 2—figure supplement 2), and subjected them to fluorescence-activated cell sorting (FACS) to separate the oxic (fluorescent) and anoxic (not fluorescent) populations (Figure 2C and Figure 2—figure supplement 3). The resulting two cell populations were then analyzed using RNA-seq. 

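The sorted data were 4 libraries of not fluorescent (inner) cells and 4 of fluorescent (outer) cells from 72-hr-colonies, with 4 further libraries of all cells that passed through the sorter. The cells were fixed with formaldehyde and sorted before RNA was extracted with a modified form of the whole-colony protocol, and the authors then depleted rRNA, mapped the reads and deposited counts, TPM and RPKM as for the time course. Total gene reads ranged from 490662 to 2557279 (median 1493708) in inner cells, from 1424307 to 1990868 (median 1861473.5) in outer cells and from 390689 to 2964016 (median 1225722) in all cells. Reads on annotated genes made up 12.6% to 70.4% of the mapped reads in inner libraries. The share was 42.5% to 71.3% in outer libraries and 6.66% to 72.5% in libraries of all cells. Total gene reads differed more between replicates than in the time course for inner cells and all cells, but not for outer cells. The 8 inner and outer libraries were fitted in edgeR as for the time course, with region as the group, and 3814 genes were tested. A positive log2-fold-change stands for higher expression in the inner region. Outer replicate 3 was the only outer library on the sequencing run of the inner libraries.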

The spatial transcriptome comparison showed that, as expected, genes involved in the TCA cycle and mixed acid fermentation were differentially expressed between the inner and outer regions of the colony (Figure 1—figure supplement 4B,D). This result demonstrates that the method successfully separated the fermenting population inside the colonies from the respiring population in the outer layer, which serves as a qualitative verification of the experimental methodology.

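Between the regions, 540 of 3814 genes were differentially expressed, 295 higher inside and 245 higher outside. For 446 of the 540 genes the 4 libraries of one region all lay above the 4 of the other, an order that the selection of called genes favours. In the fit of all 12 sorted libraries with the sequencing run as a term 651 genes were called, of which 492 were among the 540, and in a fit with both the replicate number and the run, chosen after the data were seen, 398 were called. Of the 20 TCA cycle genes tested, 18 were called lower inside and 15 of these by more than 2-fold (19 called when adjusted over the list alone), with a median log2-fold-change of -2.13. Those not called were fumB and fumE. The largest difference was that of sdhD (755982 to 756329, plus strand), with a log2-fold-change of -3.33 (SE 0.33, edgeR FDR-adjusted p = 7.58e-05), followed by sdhB (-3.12), sdhA (-3.11), mqo (-2.86), sdhC (-2.86) and icd (-2.58). The level of sdhA was 110.0 ± 59.4 CPM (n = 4) inside and 967 ± 369 outside. The smallest difference called was that of acnA, with a log2-fold-change of -0.52 (edgeR FDR-adjusted p = 0.0405, range over 10 alternatives 0.0244 to 0.572). It was not called with any 1 library left out except outer replicate 3, with edgeR FDR-adjusted p-values of 0.0586, 0.120, 0.0821 and 0.102 without inner replicates 1 to 4 and 0.0682, 0.0603 and 0.0571 without outer replicates 1, 2 and 4.

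Of the 9 formate genes, 8 were more than 2-fold higher inside (9 called when adjusted over the list alone). The hycF gene had the largest log2-fold-change, 2.27 (SE 0.31, edgeR FDR-adjusted p = 0.00061), and hycB one of 2.19. The pflB gene was at 10455 ± 579 CPM inside and 3924 ± 342 outside, a log2-fold-change of 1.41 (SE 0.12, edgeR FDR-adjusted p = 3.29e-05). By the naming rule the largest differences among all genes were those of adiC (log2-fold-change 3.65), ibpB (3.50), hmp (3.02), cusB (3.01) and ibpA (2.99), higher inside, and of flgB (-4.75), fliN (-4.73), fliF and flgC (both -4.65) and fliA (-4.60), higher outside. From the differences in the TCA cycle and in fermentation, the paper concludes that sorting separated the fermenting cells inside the colony from the respiring cells of the outer layer.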

In both the spatially and temporally resolved transcriptomes, we observed changes in alanine transport and degradation, but not in alanine biosynthesis (Figure 2D and E; a schematic diagram of alanine metabolism pathways is shown in Figure 2—figure supplement 4). In particular, the spatial transcriptomes showed that the expression of the alanine exporter gene *alaE* was significantly upregulated in the inner (non-fluorescent) region of the colony, compared with the outer (fluorescent) region (Figure 2E). 

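Of the 4 alanine transport genes in Figure 2D and E, alaE was called higher inside and livG and cycA lower inside (4 called when adjusted over the list alone). The log2-fold-change of livG (4046209 to 4046976), which overlaps livM by 4 bp, was -0.64 (SE 0.15, edgeR FDR-adjusted p = 0.0109), and that of cycA (4434544 to 4435956) -0.65 (SE 0.13, edgeR FDR-adjusted p = 0.00464). The yaaJ gene was not called, with a log2-fold-change of 0.55 (SE 0.19, edgeR FDR-adjusted p = 0.0555), but was without inner replicate 3 (0.66, edgeR FDR-adjusted p = 0.0190). In time, from 12 to 72 hr, livG fell (log2-fold-change -2.55, SE 0.13, edgeR FDR-adjusted p = 4.08e-13), yaaJ rose (0.49, edgeR FDR-adjusted p = 0.00707) and cycA was not called (0.14), except without replicate 3 at 72 hr (0.28, edgeR FDR-adjusted p = 0.0349). All 4 comparisons of the degradation genes dadA and dadX, 2 in time and 2 in space, were called (2 in each when adjusted over the list alone).

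Of the 8 biosynthesis genes, 1 was called between the regions (1 when adjusted over the list alone). This was avtA, with a log2-fold-change of -0.50 (SE 0.14, edgeR FDR-adjusted p = 0.0216), which was not called without inner replicates 1 (0.0519), 2 (0.0713) or 3 (0.0538) or without outer replicate 1 (0.0594). The ilvE gene was not called (0.19), but was without outer replicate 2 (0.85, edgeR FDR-adjusted p = 0.0112). From 12 to 72 hr, 1 of the 8 genes was called higher and 4 lower (5 when adjusted over the list alone). The ilvE gene rose 3.09-fold, a log2-fold-change of 1.63 (SE 0.15, edgeR FDR-adjusted p = 6.89e-09), and avtA fell, with a log2-fold-change of -1.36 (SE 0.08, edgeR FDR-adjusted p = 2.44e-12). The log2-fold-changes of alaA, alaC and iscS were -0.58, -0.54 and -0.56, and sufS, alr and alsB were not called. The call of alaC was lost without replicate 1 (edgeR FDR-adjusted p = 0.0887) or 3 (0.0729) at 12 hr and without replicate 2 (0.0732) or 3 (0.0562) at 72 hr.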

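The level of alaE was 590.5 ± 114 CPM (SD, n = 4) in the inner and 312 ± 173 in the outer region, a log2-fold-change of 0.92 (SE 0.31, edgeR FDR-adjusted p = 0.0457, range over its alternatives 0.000103 to 0.120). The inner libraries ranged from 479 to 715 CPM. Outer replicate 2 was at 570.3 CPM, within the inner range, and the other outer libraries lay between 215 and 248. With the replicate number, which paired the libraries, as a block the log2-fold-change was 1.03 (edgeR FDR-adjusted p = 0.0056). With the sequencing run as a term over all 12 sorted libraries it was 1.37, and with both terms, a fit chosen after the data were seen, 0.90 (edgeR FDR-adjusted p = 0.0663). Without outer replicate 2 it was 1.38 (edgeR FDR-adjusted p = 0.000103). Without any 1 of the other 7 libraries alaE was not called, with log2-fold-changes of 0.90, 0.86, 0.98 and 1.04 without inner replicates 1 to 4 and of 0.77, 0.78 and 0.82 without outer replicates 1, 3 and 4 (edgeR FDR-adjusted p = 0.0867, 0.11, 0.0607, 0.0505, 0.118, 0.109 and 0.120). The fits with 1 library left out did not use the block, so the pairing stayed in their spread.

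**Figure D2:**
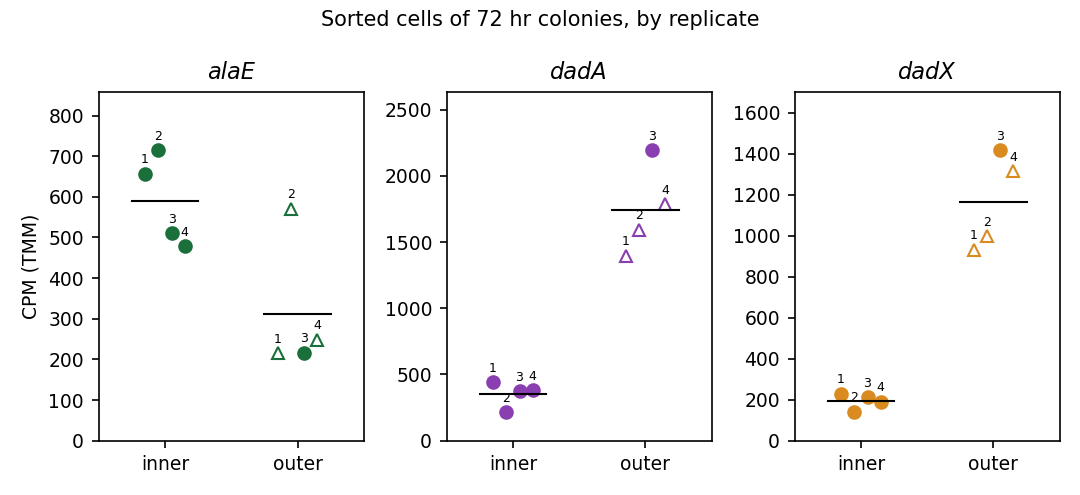
CPM of alaE, dadA and dadX (vertical axes) in sorted inner and outer cells of 72-hr-colonies, one point per library with its replicate number, filled circles for the sequencing run that held all inner libraries, open triangles for the other run and bars for the means. Outer replicate 2 of alaE sits at 570.3 CPM, and for dadA and dadX all 4 outer libraries sit above all 4 inner ones.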

Alanine conversion into pyruvate and ammonium was also spatially regulated. Two pathways for converting alanine to pyruvate are known: The reversible conversion by enzymes involved in the alanine biosynthetic pathways, and the irreversible conversion mediated by the *dadAX* operon (Figure 2—figure supplement 4B). The latter encodes a racemase (*dadX*) and a dehydrogenase (*dadA*) (Lobocka et al., 1994). In colonies grown for 72 hr, the *dadAX* operon was down-regulated in the inner region, compared with the outer region (Figure 2E). 

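The dadA gene (1239148 to 1240446, plus strand) was at 353 ± 95.7 CPM (SD, n = 4) in the inner and 1743 ± 341 in the outer region, a log2-fold-change of -2.31 (SE 0.23, edgeR FDR-adjusted p = 8.12e-05). The dadX gene (1240456 to 1241526, plus strand) was at 193 ± 37.4 and 1165 ± 237 CPM, a log2-fold-change of -2.60 (SE 0.20, edgeR FDR-adjusted p = 2.56e-05). For both genes every outer library lay above every inner library, the order that gives the smallest two-sided p of an exact permutation test of 4 against 4, 0.0286. Both were called in all 20 alternatives, with log2-fold-changes from -2.74 to -2.09 for dadA and from -2.98 to -2.42 for dadX.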

Interestingly, in the whole-colony temporal transcriptomes, the *dadAX* operon and the gene *alaE* were the only strongly upregulated alanine-related genes (sixfold for *dadA*, fivefold for *dadX*, and 50-fold for *alaE*), when comparing 72-hr-colonies to 12-hr-colonies (Figure 2D). These results indicate that colonies globally upregulate alanine export and degradation during development and that the anoxic region of the colony likely exports alanine, while the oxic region likely converts alanine into pyruvate and ammonium.

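From 12 to 72 hr, dadA rose from 185 ± 4.75 to 1083 ± 244 CPM (SD, n = 3), a log2-fold-change of 2.55 (SE 0.15, edgeR FDR-adjusted p = 9.19e-12), which is 5.86-fold. The dadX gene rose from 104 ± 6.82 to 513 ± 92.2 CPM, a log2-fold-change of 2.30 (SE 0.14, edgeR FDR-adjusted p = 1.29e-11), which is 4.92-fold. Both were called in all 16 alternatives. The main rise of all 3 genes came between 18 and 24 hr, with log2-fold-changes of 2.00 for dadA (edgeR FDR-adjusted p = 1.10e-09), 1.73 for dadX (edgeR FDR-adjusted p = 3.03e-09) and 4.33 for alaE (edgeR FDR-adjusted p = 5.25e-14). From 24 to 32 hr alaE rose further, with a log2-fold-change of 1.39 (edgeR FDR-adjusted p = 2.00e-07), while those of dadA (0.27) and dadX (0.23) were not called.

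**Figure D3:**
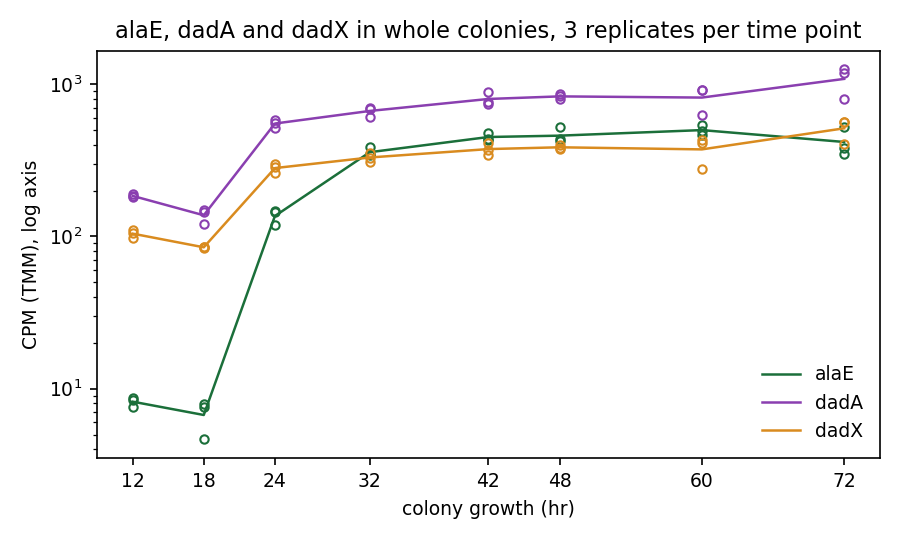
CPM of alaE, dadA and dadX (vertical axis, log scale) in whole colonies by time of growth (horizontal axis, hr), with one circle per library and lines through the means of 3 replicates. The mean of alaE goes from 6.72 CPM at 18 hr to 136 at 24 hr and 357 at 32 hr, and that of dadA from 138 to 551 and 667.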

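In the 4 sorted libraries of all cells, alaE was at 516 ± 114 CPM (SD, n = 4), dadA at 700.2 ± 223 and dadX at 476 ± 136, each between the means of the inner and outer libraries. From the rise of alaE and dadAX during development and their opposite differences between the regions, the paper proposes that the anoxic region exports alanine and that the oxic region converts it into pyruvate and ammonium.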

### Alanine is exported in anoxic conditions and can be used as a carbon and nitrogen source in oxic conditions

The spatial transcriptomes suggest that alanine is primarily secreted in the anoxic region of the biofilm. To test this, we explored under which combination of carbon/nitrogen/oxygen availability *E. coli* secretes alanine in shaking liquid conditions. Mass spectrometry measurements from culture supernatants clearly showed that alanine is only secreted under anoxic conditions with glucose and ammonium (Figure 3A), which is an environment that corresponds to the anoxic base of the colony, where cells are in contact with the glucose- and ammonium-rich M9 agar. Oxic conditions with abundant glucose and ammonium did not result in significant alanine secretion. This finding suggests that alanine is secreted in the anoxic base of the colony, which is consistent with the spatial transcriptome results.

**Figure 3.**
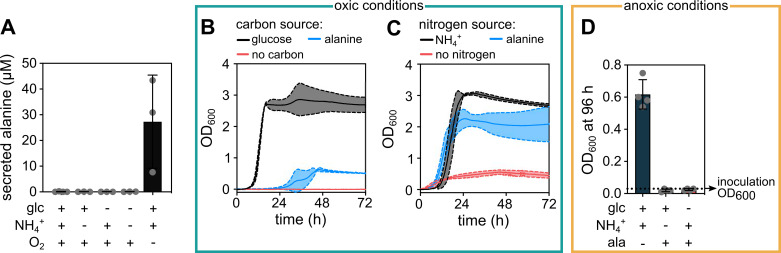
Alanine can be secreted in anoxic conditions and consumed in oxic conditions by *E*. *coli*. (**A**) Extracellular alanine concentration in the supernatant of liquid cultures grown in presence or absence (indicated by+ or -) of glucose (glc), ammonium (NH_4_^+^), and molecular oxygen (O_2_). Data are mean ± s.d., n = 3 biological replicates. (**B**) Growth curves using M9 minimal salts medium with ammonium as nitrogen source and different carbon sources: Either glucose (5 g/L, as in our standard M9 medium), alanine (10 mM), or no carbon source. (**C**) Growth curves using M9 minimal salts medium with glucose as a carbon source and different nitrogen sources: Either ammonium (22.6 mM, as in our standard M9 medium), alanine (5 mM) or no nitrogen source. For panels **B** and **C**, continuous middle lines correspond to the mean and the dotted lines to the standard deviation, n = 3 biological replicates. The growth curves shown for alanine in panels **B** and **C** correspond to the alanine concentrations that resulted in the highest final optical density at 600 nm (OD_600_) in each condition. (**D**) *E. coli* cultures starting with OD_600_ = 0.03 were incubated for 96 hr in different anoxic media. The medium contained combinations of glucose, NH_4_^+^, and alanine as indicated. Alanine was provided either as the sole nitrogen source (middle bar) or sole carbon source (right bar) with a concentration of 5 mM and 10 mM, respectively. The final OD_600_ after 96 hr of incubation is shown, corresponding to a time point when the culture without alanine reached stationary phase. Continuous measurements of OD_600_ in anoxic conditions was not possible in our laboratory due to technical limitations. Data are mean ± s.d., n = 4 biological replicates. Figure 3—source data 1.Source data for Figure 3.

The spatial transcriptomes also suggest that alanine is primarily consumed in the oxic region of the colony. It is well-known that *E. coli* can use extracellular alanine as a carbon or nitrogen source in oxic conditions (Franklin and Venables, 1976; Kornberg, 1965), which we confirmed for our strain and growth conditions by replacing either glucose or ammonium with alanine in the liquid shaking M9 medium (Figure 3B and C). We found that exogenous alanine can be utilized as a poor carbon source, but as a good nitrogen source in oxic conditions. Interestingly, we observed that under anoxic conditions, *E. coli* cannot utilize alanine as a carbon or nitrogen source (Figure 3D). Together, these results suggest that the alanine secreted in the glucose- and ammonium-rich anoxic region of the colony can be consumed in the oxic region of the colony as a cross-fed metabolite.

### Bacterial survival in the oxic region of the colony is influenced by alanine export and consumption

To determine how interference with alanine export and consumption affects colony growth, we created individual and combinatorial deletions of known alanine transport and degradation genes. None of these deletions affected the cellular growth rates in liquid culture (Figure 4—figure supplement 1A). These deletions also did not cause clear phenotypes in colony height or diameter after 72 hr of incubation on M9 agar (Figure 4—figure supplement 1B,C), indicating that alanine export and consumption do not have large effects on global colony size. However, the mutants displayed substantial differences when we measured the fraction of dead cells in the oxic region (Figure 4A and Figure 4—figure supplement 2), using a fluorescent nucleic acid stain that can only penetrate the disrupted membranes of dead cells (SYTOX Green). We limited our measurements to the air-facing oxic region of the colony, because in this region the SYTOX Green fluorescence can be reliably quantified without microscopy artefacts that may occur deeper inside the colony due to poor laser penetration. We observed that the colonies displayed only a low fraction of dead cells at the bottom edges of the colony, but cell death increased towards the top of the colony. Interestingly, the oxic region at around 50 % of the maximum colony height displayed increased cell death when cells carried the Δ*alaE*Δ*dadAX* deletion (Figure 4A), which is a strain that should have a strongly reduced capability for secreting and consuming alanine.

**Figure 4.**
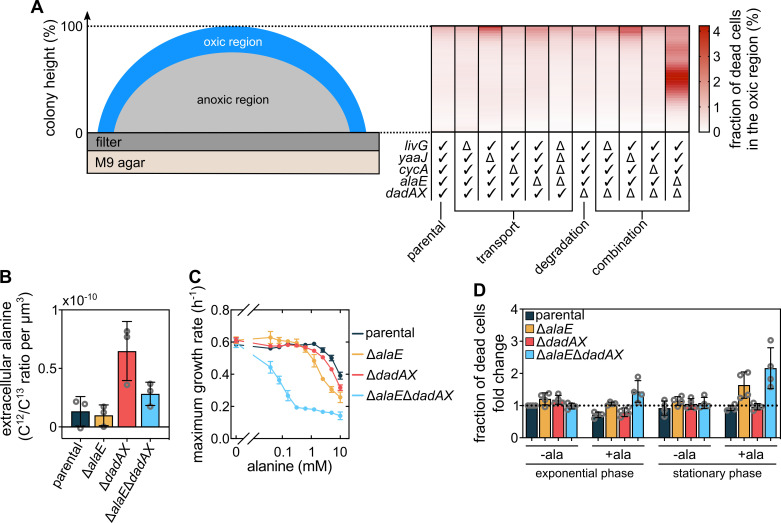
Alanine influences cell viability and growth. (**A**) Measurement of the fraction of dead cells as a function of height in colonies grown for 72 hr on M9 agar. These measurements were performed only for cells located within 30 µm from the outer colony surface, which is a conservative measurement of the oxic region (Figure 2A). The table designates the genotype of strains that were investigated: ‘✓’ indicates that the gene is intact and ‘Δ’ that the gene was deleted. Data in the heatmaps shows means, n = 3 biological replicates. Errors are shown in Figure 4—figure supplement 2. (**B**) Extracellular alanine levels measured from colonies (mean ± s.d., n = 3 biological replicates). (**C**) Maximum liquid culture growth rate (in presence of glucose and ammonium) for different strains, as a function of the concentration of exogenously added alanine. Data are mean ± s.d., n = 3 biological replicates. (**D**) Fraction of dead cells, measured using SYTOX Green fluorescence normalized by OD_600_, in cultures grown with glucose and ammonium in presence or absence of 5 mM alanine. Fold-changes are calculated relative to the parental strain in exponential phase without alanine. Measurements were performed when cultures reached half of the maximum OD_600_ (for exponential phase measurements) or when they reached their maximum OD_600_ (for stationary phase measurements). Bars indicate mean ± s.d., n = 4 biological replicates. Figure 4—source data 1.Source data for Figure 4.

**Figure 4—figure supplement 1.**
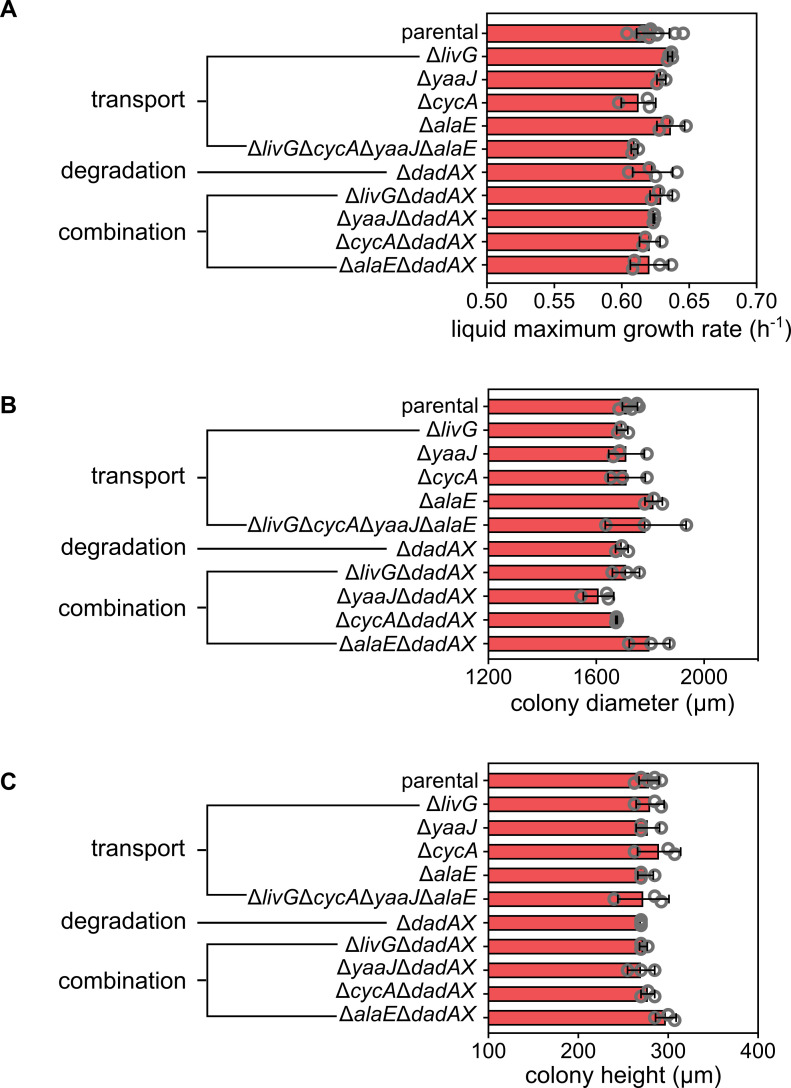
Growth rates and colony sizes for alanine metabolism mutants. (**A**) Maximum growth rate in liquid shaking cultures in M9 medium. Colony diameter (**B**) and height (**C**) after 72 hr of growth on M9 agar for different mutants in alanine transport and degradation, compared to the parental *E. coli* strain. The parental and Δ*dadAX*Δ*alaE* colonies do not show significant differences in colony diameter and height. Data are mean values ± s.d., each biological replicate is shown as a gray circle.

**Figure 4—figure supplement 2.**
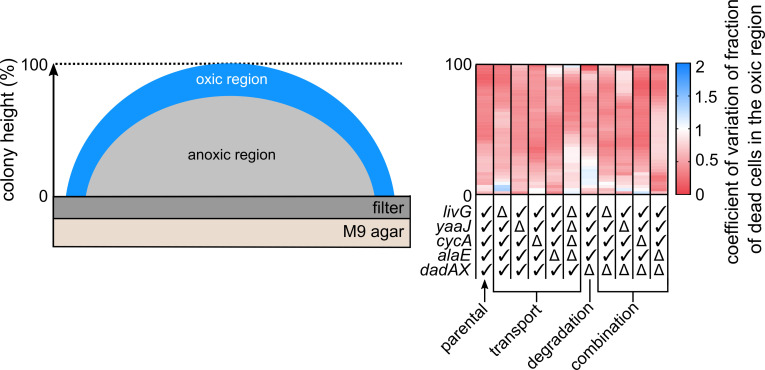
Coefficient of variation of the fraction of dead cells in the oxic region of the colony. Heatmap shows the coefficient of variation for the data shown in Figure 4A.

**Figure 4—figure supplement 3.**
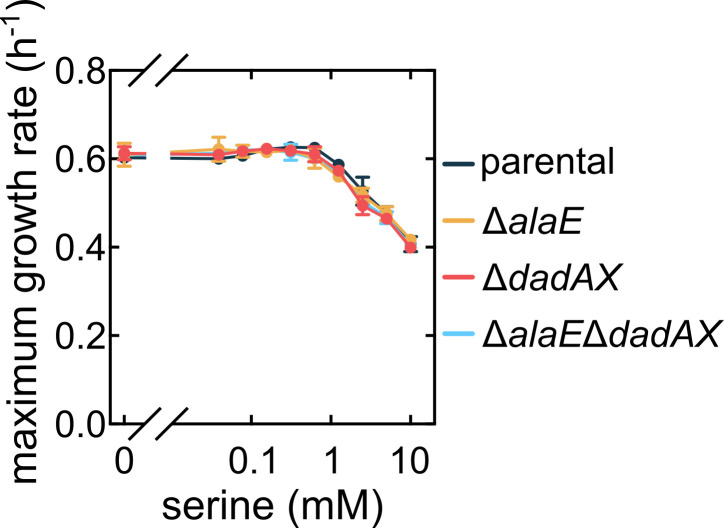
Effects of exogenously added alanine on maximum growth rate for alanine metabolism mutants are specific to alanine, and are not triggered by exogenously added serine. The maximum liquid culture growth rate as function of the concentration of exogenically added serine in M9 medium is the same for all strains. Data are mean values ± s.d., n = 3 biological replicates.

**Figure 4—figure supplement 4.**
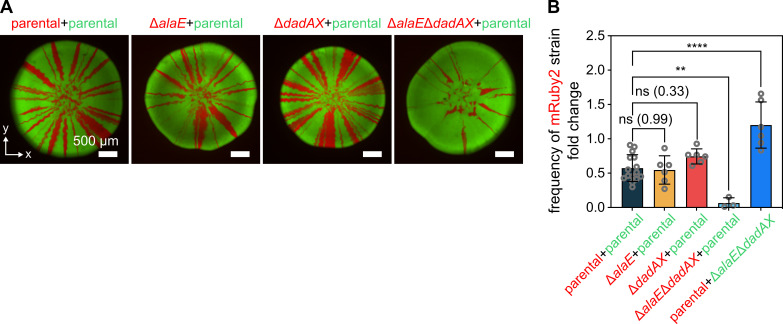
Cells capable of secreting and consuming alanine have a fitness advantage during colony growth. (**A**) Confocal images of a *xy*-plane of representative 72-hr-old colonies grown by inoculating a 1:1 mixture of two strains onto a membrane filter placed on solid M9 agar. The strains in red and green express the fluorescent proteins mRuby2 and sfGFP respectively, from the same chromosomal locus, using the same promoter. Left image: Outcome of a control experiment in which the red and green strains are isogenic except for the fluorescent protein, showing that the mRuby2 expression results in a slight fitness cost compared to the sfGFP expression. Center left, center right, and right images: Outcome of two-strain competition experiments, which should be compared to the outcome shown in the image on the far left. The color and genotype of each strain is indicated above each image. (**B**) Quantification of the fold change between the frequency of the red strain at 350 µm from the edge of the inoculation region and the frequency of the red strain in the inoculation suspension measured by flow cytometry. Data are mean values ± s.d., n = 3–15 biological replicates. Statistical significances were calculated using one-way ANOVA with Dunnett’s correction. Non-significant differences are labeled ‘ns’ and the p-value is shown in brackets. **p < 0.01, ****p < 0.0001.

To determine if the increased cell death displayed by the Δ*alaE*Δ*dadAX* mutants could be caused by an impaired alanine cross-feeding, we first measured the extracellular alanine concentration in colonies of the relevant mutants using mass spectrometry (Figure 4B). As expected, mutants incapable of the major alanine degradation pathway (Δ*dadAX*) displayed substantially higher extracellular alanine than cells that are impaired for alanine secretion as well (Δ*alaE*Δ*dadAX*). Amino acid transporters can often function as both importers and exporters, yet the higher extracellular alanine levels of the Δ*dadAX* strain compared with the Δ*alaE*Δ*dadAX* strain (Figure 4B) indicate that AlaE acts as an alanine exporter inside colonies. Previous measurements have shown that AlaE also acts as an exporter in liquid cultures (Hori et al., 2011b). The high extracellular alanine levels of the Δ*dadAX* colonies are unlikely to be caused by permeable or lysed cells, as the Δ*dadAX* colonies do not display elevated levels of cell death (Figure 4A). The parental strain and the Δ*alaE* mutant displayed similarly low extracellular alanine levels, close to the detection limit of our mass spectrometry technique. Interestingly, and consistent with the results of Hori et al. in liquid cultures (Hori et al., 2011a; Hori et al., 2011b), our detection of extracellular alanine in colonies of the Δ*alaE* and Δ*alaE*Δ*dadAX* mutants indicates that another mechanism for alanine export might exist that is currently unknown. Together, our measurements of extracellular alanine levels in colonies of different mutant show that alanine is primarily secreted via AlaE.

For cells that lack both the major alanine exporter AlaE and the major alanine degradation pathway *via* DadA and DadX, we hypothesized that the presence of extracellular alanine might lead to an accumulation of intracellular alanine to toxic levels. It has previously been shown that excess levels of intracellular alanine can inhibit growth (Katsube et al., 2019), yet the molecular mechanism underlying this process is still unclear. Indeed, we observed that all strains show a decreased growth rate in liquid media containing high levels of alanine, yet strains carrying the Δ*alaE*Δ*dadAX* mutation were much more sensitive to exogenously added alanine than the parental strain (Figure 4C). This result was not due to unspecific effects of alanine (such as osmolarity changes), because no significant differences between the mutants and the parental strain were observed when serine was added exogenously instead of alanine (Figure 4—figure supplement 3). Therefore, extracellular alanine can modulate bacterial growth rates, particularly for strains that are deficient in alanine cross-feeding (Δ*alaE*Δ*dadAX*).

Since colonies can accumulate alanine in their extracellular space (Figure 4B) and the cellular growth rate can be reduced by extracellular alanine (Figure 4C), we hypothesized that the increased cell death in the oxic region of the Δ*alaE*Δ*dadAX* colonies (Figure 4A) is due to the accumulation of toxic extracellular alanine levels in this region, which arise from the impaired cross-feeding of this strain. To test this hypothesis, we measured cell viability for the parental strain and mutants in liquid cultures with and without exogenous alanine during mid-exponential phase and in stationary phase. We found that even though the parental strain displayed a reduced growth rate when exposed to extracellular alanine (Figure 4C), the parental strain did not display increased levels of cell death in such conditions (Figure 4D) – likely due to their ability to secrete and consume alanine, allowing them to control their intracellular levels of alanine. In contrast, we found that in the presence of high extracellular alanine concentrations, Δ*alaE*Δ*dadAX* mutants displayed higher cell death levels than the parental strain, which was particularly strong in stationary phase conditions (Figure 4D). The increased cell death of the Δ*alaE*Δ*dadAX* mutants was not accompanied by a reduction in optical density, indicating these cells did not lyse. If cells can still export alanine (Δ*dadAX*), cell viability in liquid cultures is significantly improved in the presence of extracellular alanine, compared with the Δ*alaE*Δ*dadAX* mutant (Figure 4D). If cells can still degrade alanine (Δ*alaE*), cell viability is only slightly improved under stationary phase conditions, compared with the Δ*alaE*Δ*dadAX* mutant (Figure 4D). These cell viability measurements are consistent with the effect of extracellular alanine on the growth rate of Δ*alaE*Δ*dadAX* and Δ*alaE* mutants (Figure 4C). We speculate that the exponentially growing cultures resembled the aerobic periphery at the base of the colony that is in contact with glucose and ammonium, whereas the stationary phase cultures resemble the oxic region above, which is nutrient depleted if no cross-feeding is present.

Together, these results support the hypothesis that in Δ*alaE*Δ*dadAX* mutant colonies, extracellular alanine accumulates due to impaired cross-feeding, which causes the increased cell death compared with the parental strain. Alanine cross-feeding should therefore have an important effect for the oxic region above the nutrient-rich base of the colony.

### Strains impaired in alanine cross-feeding display a reduced fitness in colonies

If alanine cross-feeding has a significant impact on colony growth, we would expect that cross-feeding-impaired cells also have a fitness disadvantage compared to the parental strain during colony growth. To test if this is the case, we generated pairwise mixtures of different strains and inoculated these mixtures onto a membrane filter placed on M9 agar. It is important to note that this inoculation procedure using a liquid drop (leading to colonies that were inoculated by hundreds of cells) creates different colony morphologies compared to colonies grown from a single bacterium (which was the growth condition for all other experiments with colonies in this article). After 72 hr of incubation of the mixed-strain colonies, we compared the frequency of each strain at the growing front of the colony to the inoculation frequency (Figure 4—figure supplement 4). In a control experiment, we observed that for strains that were isogenic except for the fluorescent protein they express, the superfolder GFP (sfGFP) expressing strain slightly outcompeted the mRuby2 expressing strain – likely due to a difference in the energetic cost of the biosynthesis of each fluorescent protein. We also observed that the Δ*alaE*Δ*dadAX* mutant was consistently strongly outcompeted by the parental strain (Figure 4—figure supplement 4B), despite having no liquid culture grow differences (Figure 4—figure supplement 1) and regardless of the fluorescent protein that they were carrying. These experiments indicate that cells capable of alanine cross-feeding have a fitness advantage during colony growth.

### Alanine cross-feeding influences colony morphology

If the alanine molecules that are secreted in the anaerobic base of the colony are consumed in the oxic higher regions of the colony, alanine could serve as a carbon and nitrogen source and support growth in this region. From measurements of the colony height and diameter for mutants impaired in cross-feeding, we know that alanine cross-feeding does not have a major influence on colony size (Figure 4—figure supplement 1). These measurements of colony height and diameter also show that alanine cross-feeding does not contribute to aerobic growth at the very top of the colony or at the outer edge of the base. We therefore investigated effects of alanine cross-feeding on cellular growth in the oxic region at mid-height, where the fraction of dead cells was highest for the Δ*alaE*Δ*dadAX* mutants (Figure 4A). Measurements of the colony morphology showed that Δ*alaE*Δ*dadAX* and Δ*alaE* mutants displayed a significantly decreased colony curvature in the relevant region, in comparison to the parental strain (Figure 5A and B). The detection of this phenotypic difference in colony morphology was enabled by the high reproducibility of our *E. coli* colony biofilm growth assay. The ‘bulge’ of the parental colonies suggests that this region grows due to alanine cross-feeding. This interpretation is consistent with recent simulations of colony growth without cross-feeding, which resulted in nearly conical colony shapes with triangular *xz*-cross sections (Warren et al., 2019) that lacked the ‘bulge’ morphology we observed for the cross-feeding capable strains.

**Figure 5.**
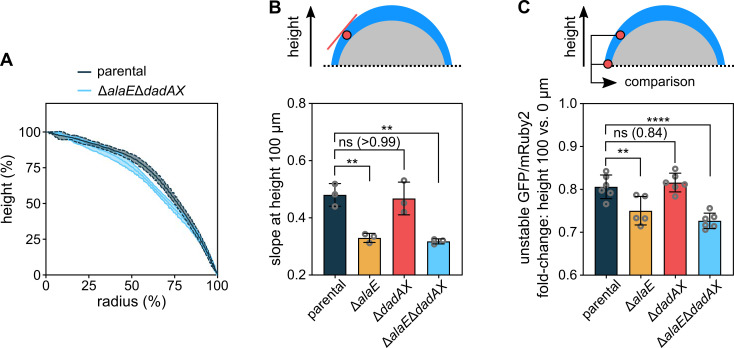
Colony morphology is influenced by alanine cross-feeding. (**A**) Colony height as a function of the colony radius, for colonies grown for 72 hr. Central lines correspond to the mean and the shaded area to the s.d., n = 3 biological replicates. (**B**) Slope of curves in panel *A* at height 100 µm. Data are mean ± s.d., n = 3 biological replicates. (**C**) Fluorescence ratio of constitutively expressed unstable GFP and stable mRuby2, which is a measure for the cellular growth rate, as shown in Figure 5—figure supplement 1. The unstable GFP was constructed by adding the ASV-tag to superfolder GFP. The fold-change of this fluorescent protein ratio was calculated for the oxic colony region between the heights 100 µm and 0 µm. The fluorescent protein ratio was only measured for cells located within 30 µm from the outer colony surface, as a conservative measure of the oxic region. Data are mean ± s.d., n = 5–6 biological replicates. Statistical significances were calculated using one-way ANOVA with Dunnett’s correction. Non-significant differences are labeled ‘ns’ and the p-value is shown in brackets; **p < 0.01, ****p < 0.0001. Figure 5—source data 1.Source data for Figure 5.

**Figure 5—figure supplement 1.**
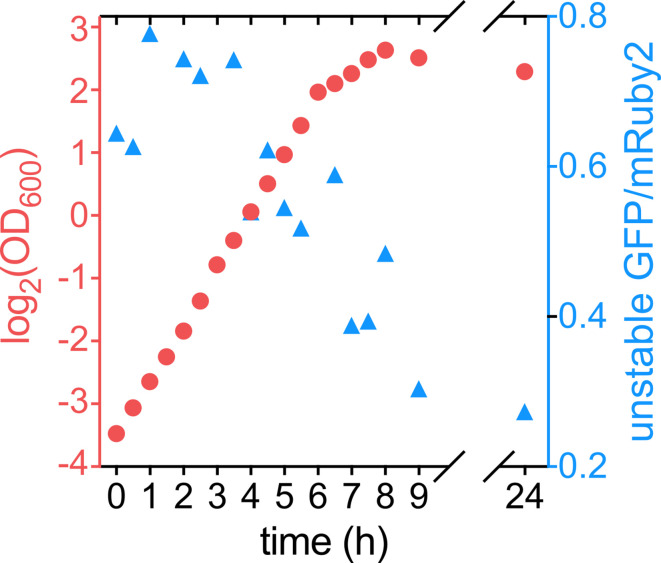
Ratio between unstable GFP and stable mRuby2 correlates with bacterial growth rate. Optical density at 600 nm (OD_600_; shown in red, left y-axis) and the ratio between unstable GFP (with the ASV-tag) and mRuby2 (shown in blue, right y-axis) as a function of time for a liquid culture of strain KDE2937.

To further experimentally investigate the effect of alanine cross-feeding on cellular growth in the mid-height oxic region, we measured the fluorescence ratio of an unstable version of the superfolder GFP (Andersen et al., 1998) and the long-lived mRuby2, both of which were expressed constitutively using a P*_tac_* promoter. The ratio of these fluorescent proteins serves as a measure of the cellular growth rate (Figure 5—figure supplement 1). These measurements showed that the parental strain grows faster in the mid-height oxic region than the cross-feeding impaired Δ*alaE*Δ*dadAX* mutant (Figure 5C), which further supports the hypothesis that this region of the colony relies on alanine as a carbon and nitrogen source.

## Discussion

We showed that alanine metabolism is spatiotemporally regulated inside *E. coli* colony biofilms. The high degree of control and reproducibility of our model system enabled us to determine that interference with the export and consumption of alanine causes phenotypes in cell viability and cell growth rate. These viability and growth rate phenotypes are localized in the region of the colony that depends on alanine as a nutrient source, but they affect the global morphology of the colony.

Based on our results, we propose the following model for the spatial organization of alanine metabolism in colonies that have grown for 72 hr (Figure 6A): Cells at the bottom periphery of the colony (red region in Figure 6A) have access to oxygen, glucose, and ammonium, and perform either aerobic respiration or fermentation by overflow metabolism (Basan et al., 2015; Cole et al., 2015) – these two possible metabolic states cannot be distinguished with our current approaches. Cells at the bottom center of the colony (orange region in Figure 6A) are anaerobic yet they have access to glucose and ammonium from the agar-solidified medium. These cells ferment glucose and secrete alanine, primarily *via* AlaE. Although many amino acid exporters have been described for *E. coli* (Pacheco et al., 2021; Prindle et al., 2015; Rani et al., 2007), their functions have remained elusive under regular physiological conditions. Our data now reveal a function for the alanine exporter AlaE during biofilm growth. Secreted alanine diffuses through the colony and can only be utilized by oxic nutrient-deprived cells (blue region in Figure 6A). Alanine consumption in the mid-height oxic region also has a detoxification effect, by reducing otherwise inhibitory levels of extracellular alanine. Alanine consumption at the oxic top of the colony is not significant, perhaps because the extracellular alanine is consumed before it reaches this region.

**Figure 6.**
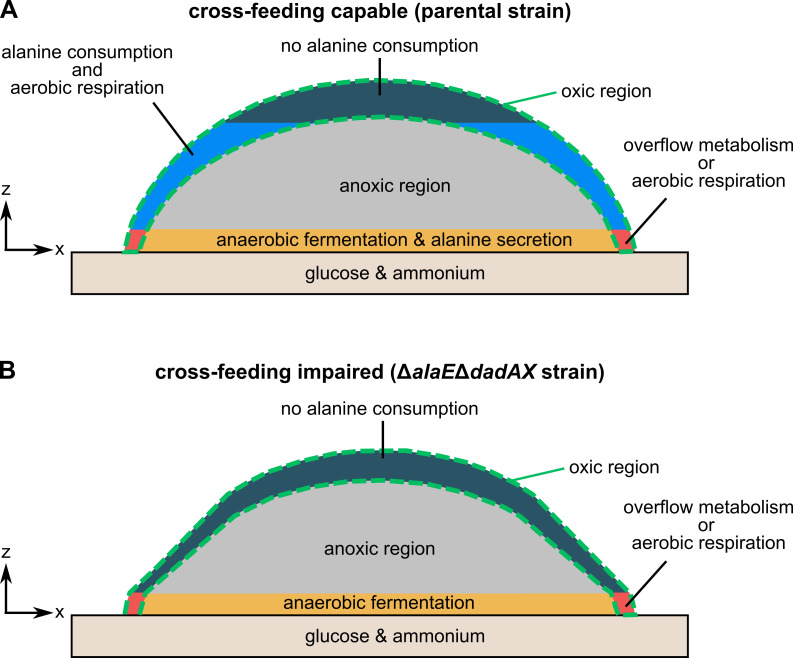
Model for alanine cross-feeding in *E. coli* colony biofilms. This model applies to colonies grown for 72 hr on solid M9 agar containing glucose and ammonium. (**A**) In cross-feeding capable colonies, cells in the bottom layer of the biofilm have access to glucose and ammonium. Only cells in the outer periphery of the biofilm (green dashed line) have access to oxygen. Cells in the red region can use ammonium, glucose, and oxygen to perform aerobic respiration or fermentation by overflow metabolism. Cells in the orange region have access to glucose and ammonium, but no oxygen. These cells secrete alanine. The secreted alanine can be consumed by cells in the oxic region above this layer (depicted as blue), which perform aerobic respiration and convert alanine into pyruvate and ammonium that can be used for growth and to maintain cell viability. (**B**) Colonies of Δ*alaE*Δ*dadAX* cells have a reduced ability to consume and export alanine. These colonies have a region performing aerobic respiration or overflow metabolism (red), similar to the parental strain. These colonies also have an anoxic fermentation region (orange), yet this region displays significantly less alanine secretion compared to the parental strain. Furthermore, these colonies lack an alanine consuming population in the oxic region. Due to the limited alanine secretion and alanine consumption of this strain, Δ*alaE*Δ*dadAX* colonies display higher cell death and less growth in the otherwise cross-feeding-dependent oxic region, resulting in a more conical colony shape in comparison to parental colonies.

Colonies that are impaired in alanine cross-feeding because of a reduced ability to secrete and consume alanine display less growth and more cell death in the oxic glucose-deprived region, leading to a conical-shaped colony (Figure 6B). Furthermore, cross-feeding impaired cells are more susceptible to growth inhibition by high extracellular alanine levels (Figure 4C) and are outcompeted by the parental strain during colony growth.

The spatiotemporal organization of alanine metabolism during colony growth is unique among amino acids (Figure 1D and E), and is based on the secretion of alanine in the anaerobic, glucose-rich, and ammonium-rich base of the colony. Why is alanine secreted in this region? We speculate that this is not an altruistic trait evolved to support a starving oxic subpopulation at a different location, because such a trait would be highly susceptible to social cheaters in a multi-species community. Instead, alanine secretion in this region may be a necessity to avoid high intracellular alanine levels that presumably result from anaerobic fermentation of glucose in the presence of ammonium. High alanine levels are inhibitory (Figure 4C), so that secretion of alanine and transport of alanine away from this population is beneficial to this population.

On the other side of the cross-feeding interaction, the alanine-consuming subpopulation in the aerobic mid-height region of the colony strongly benefits from the secreted alanine originating from the base of the colony. We note that the alanine consumption in the aerobic mid-height region of the colony necessarily causes a steeper alanine concentration gradient between the two interacting subpopulations, compared with a case in which no alanine is consumed. Due to Fick’s law of diffusion, a steeper concentration gradient causes a higher diffusive flux. Therefore, the presence of the alanine-consuming subpopulation results in a benefit for the alanine-secreting subpopulation, by causing a higher diffusive flux of alanine away from the alanine-secreting population. It is unclear whether this benefit for the alanine-secreting subpopulation is significant, as it is not possible for us to measure local growth rates or cell viability in the anoxic base of the colony due to optical limitations of confocal fluorescence microscopy in this region. In summary, the interaction between the two cross-feeding subpopulations is likely mutualistic.

The spatial organization of alanine cross-feeding between two subpopulations we described in this study is analogous to the carbon cross-feeding in *E. coli* colonies *via* acetate, because it involves metabolite secretion in the anaerobic population and consumption in the carbon-starved oxic population (Cole et al., 2015; Dal Co et al., 2019; Wolfsberg et al., 2018). However, the location of the population that is proposed to consume acetate as a carbon source spans most of the oxic region of the colony (Cole et al., 2015), whereas alanine is primarily consumed only in the oxic mid-height region of the colony. 

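Of the acetate genes pta, ackA and eutD, none was called between the inner and outer regions of 72-hr-colonies (0 when adjusted over the list alone). Their log2-fold-changes in edgeR were -0.57 (FDR-adjusted p = 0.0697), -0.04 (0.871) and 0.96 (0.108). The pta gene was called lower inside in 3 of 10 alternatives and without outer replicate 2 (-0.71, edgeR FDR-adjusted p = 0.0184), and eutD higher inside without inner replicate 3 (1.14, edgeR FDR-adjusted p = 0.0358). Genes of acetate uptake and the glyoxylate pathway, which are not in Figure 1—figure supplement 4B, were called higher outside. Their log2-fold-changes were -2.55 (acs), -1.44 (actP), -2.18 (aceA), -1.82 (aceB) and -1.81 (aceK), while poxB of the same list was not called (-0.17). The lactate dehydrogenase gene ldhA was at 186 ± 36.5 CPM (SD, n = 4) inside and 86.8 ± 34.8 outside, a log2-fold-change of 1.11 (SE 0.26, edgeR FDR-adjusted p = 0.00937). Of the 11 succinate genes tested, 4 were called lower inside (4 when adjusted over the list alone). The mdh gene was at 327 ± 64.9 CPM inside and 1395 ± 318 outside, a log2-fold-change of -2.09 (SE 0.21, edgeR FDR-adjusted p = 8.99e-05), and those of fumA, fumC and maeA were -1.52, -0.78 and -0.60. The call of fumC was lost without inner replicates 2 (edgeR FDR-adjusted p = 0.109) or 3 (0.0603) and without outer replicates 1 (0.070), 3 (0.0785) or 4 (0.0559). The frd genes, with log2-fold-changes of -0.48 to -0.24, were not called. The ethanol gene adhE was called higher inside, with a log2-fold-change of 0.50 (edgeR FDR-adjusted p = 0.0408), and not called without inner replicates 1 (0.0831), 3 (0.113) or 4 (0.0664) or without outer replicates 1 (0.0815), 3 (0.0976) or 4 (0.0940).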

Interestingly, our spatial transcriptomes did not reveal a signature for acetate cross-feeding between the anaerobic and oxic regions of the colony (Figure 1—figure supplement 4B), yet transcripts coding for enzymes involved in lactate, formate, and succinate metabolism display patterns that are indicative of spatially organized metabolism that could be the basis of carbon cross-feeding. Whether acetate, lactate, formate, and succinate are in fact cross-fed in our system remains to be tested in future work. In contrast to these metabolites, alanine can not only be used as carbon source, but also as a nitrogen source in the cross-feeding-dependent region, and we note that it is currently not clear what limits growth in the higher regions of the colony – whether it is carbon, nitrogen, or other elements such as iron, sulfur, or phosphorous. Very recently, it was shown that alanine can be shared in colonies of the Gram-positive bacterium *Bacillus subtilis*, and that this effect required three-dimensional colonies for unknown reasons (Arjes et al., 2021). In our *E. coli* model system, three-dimensional growth is required to create an anoxic region replete with carbon and nitrogen sources that causes alanine secretion, and we speculate that this effect may also be required in *B. subtilis,* and in other species.

Several cross-feeding interactions have been described in detail for multi-species communities (Henson et al., 2019; Kim et al., 2017; Moree et al., 2012; Pande et al., 2016; Røder et al., 2020; Smith et al., 2019; Watrous et al., 2013; Yang et al., 2009). Even though cross-feeding interactions are likely a ubiquitous process in single-species bacterial multicellular structures (San Roman and Wagner, 2018), only a few metabolic interactions between subpopulations have been documented for single-species biofilms (Arjes et al., 2021; Cole et al., 2015; Evans et al., 2020; Lin et al., 2018; Liu et al., 2015). For *E. coli* colonies grown on agar-solidified medium, and for bacterial communities in general, it is still unclear how many subpopulations interact metabolically, and on which length and time scales these interactions take place, and how significant these many interactions are for the community growth and stability.

### Conclusion

In this study, we employed an unbiased approach based on temporal and spatial transcriptomes and metabolomes to reveal that a multitude of amino acids and mixed acid fermentation pathways display profiles that are consistent with cross-feeding. Particularly strong regulation was displayed by alanine metabolism, and we showed that alanine is a cross-fed metabolite inside *E. coli* colonies, between two spatially segregated subpopulations, with an interaction length scale of tens of microns. Alanine consumption supports growth in the cross-feeding-dependent region of the colony as a carbon and nitrogen source. Although many aspects of metabolism in biofilms are still unknown, methods for improved spatial and temporal analyses of metabolite profiles and transcriptome data promise the possibility to discover new metabolic interactions, and more generally understand the stability and functions of microbial communities.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Escherichia coli*)	KDE261	Drescher lab stock	Strain carrying plasmid pCP20	Plasmid information listed in Supplementary file 2
Strain, strain background (*Escherichia coli*)	KDE262	Drescher lab stock	Strain carrying plasmid pKD46	Plasmid information listed in Supplementary file 2
Strain, strain background (*Escherichia coli*)	KDE264	Drescher lab stock	Strain carrying plasmid pKD3	Plasmid information listed in Supplementary file 2
Strain, strain background (*Escherichia coli*)	KDE265	Drescher lab stock	Strain carrying plasmid pKD4	Plasmid information listed in Supplementary file 2
Strain, strain background (*Escherichia coli*)	KDE1361	Drescher lab stock	Strain carrying plasmid pNUT1361	Plasmid information listed in Supplementary file 2
Strain, strain background (*Escherichia coli*)	KDE2338	Drescher lab stock	Strain carrying plasmid pNUT2338	Plasmid information listed in Supplementary file 2
Strain, strain background (*Escherichia coli*)	KDE2658	Drescher lab stock, Addgene #64,969	Strain carrying plasmid pUC18R6KT-mini-Tn7-Km	Plasmid information listed in Supplementary file 2
Strain, strain background (*Escherichia coli*)	KDE2659	Drescher lab stock, Addgene #64,968	Strain carrying plasmid pTNS2	Plasmid information listed in Supplementary file 2
Strain, strain background (*Escherichia coli*)	KDE2674	This study	Strain carrying plasmid pNUT2674	Plasmid information listed in Supplementary file 2
Strain, strain background (*Escherichia coli*)	KDE2787	This study	Strain carrying plasmid pNUT2787	Plasmid information listed in Supplementary file 2
Strain, strain background (*Escherichia coli*)	KDE2838	This study	Strain carrying plasmid pNUT2838	Plasmid information listed in Supplementary file 2
Strain, strain background (*Escherichia coli*)	KDE474	Serra et al., 2013a	*E. coli* AR3110 wild-type	
Strain, strain background (*Escherichia coli*)	KDE679	Vidakovic et al., 2018	KDE474 (*E. coli* AR3110), P*_tac_-mRuby2-mRuby2* and *Kan^R^* inserted at *attB* site (P*_tac_* without operator).	
Strain, strain background (*Escherichia coli*)	KDE722	Vidakovic et al., 2018	KDE679 with Δ*fliC*::scar.	
Strain, strain background (*Escherichia coli*)	KDE1899	This study	KDE474 (*E. coli* AR3110) with Δ*fliC*::scar.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2007	This study	KDE679 with Δ*fliC*::scar, Δ*alaE*::scar.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2009	This study	KDE679 with Δ*fliC*::scar, Δ*dadAX*::scar.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2086	This study	KDE679 with Δ*fliC*::scar, Δ*alaE*::scar, Δ*dadAX*::scar.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2183	This study	KDE679 with Δ*fliC*::scar, Δ*cycA*::scar.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2185	This study	KDE679 with Δ*fliC*::scar, Δ*livG*::scar.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2438	This study	KDE679 with Δ*fliC*::scar, Δ*yaaJ*::scar.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2242	This study	AR3110, P*_tac_-sfgfp-sfgfp* and *Kan^R^* inserted at *attB* site (P*_tac_* without operator), with Δ*fliC*::scar, Δ*alaE*::scar, Δ*dadAX*::scar.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2445	This study	AR3110, P*_tac_-sfgfp-sfgfp* and *Kan^R^* inserted at *attB* site (P*_tac_* without operator), with Δ*fliC*::scar.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2533	This study	KDE679 with Δ*fliC*::scar Δ*cycA*::scar, Δ*livG*::scar, Δ*alaE*::scar, Δ*yaaJ*::scar.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2564	This study	KDE679 with Δ*fliC*::scar, Δ*cycA*::scar, Δ*dadAX*::scar.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2607	This study	KDE679 with Δ*fliC*::scar, Δ*yaaJ*::scar, Δ*dadAX*::scar.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2937	This study	KDE679 with Δ*fliC*::scar, P*_tac_-sfgfp*(ASV) at the Tn7 insertion site, coding for an unstable superfolder GFP with an AANDENYAASV-tag.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2938	This study	KDE679 with Δ*fliC*::scar, Δ*alaE*::scar, P*_tac_-sfgfp*(ASV) at the Tn7 insertion site.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2939	This study	KDE679 with Δ*fliC*::scar, Δ*dadAX*::scar, P*_tac_-sfgfp*(ASV) at the Tn7 insertion site.	This strain can be obtained from the Drescher lab upon request
Strain, strain background (*Escherichia coli*)	KDE2940	This study	KDE679 with Δ*fliC*::scar, Δ*alaE* Δ*dadAX*, P*_tac_-sfgfp*(ASV) at the Tn7 insertion site.	This strain can be obtained from the Drescher lab upon request
Sequence-based reagent	KDO834	This study	Insertions at the *attB* site	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO894	This study	*fliC* deletion	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO895	This study	*fliC* deletion	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO1662	This study	Insertions at the *attB* site	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO2562	This study	*alaE* deletion	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO2563	This study	*alaE* deletion	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO2566	This study	*dadAX* deletion	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO2567	This study	*dadAX* deletion	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO2845	This study	*cycA* deletion	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO2846	This study	*cycA* deletion	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO2841	This study	*livG* deletion	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO2842	This study	*livG* deletion	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO3481	This study	*yaaJ* deletion	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO3482	This study	*yaaJ* deletion	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO3256	This study	pNUT2338 construction	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO3257	This study	pNUT2338 construction	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO3817	This study	pNUT2838 construction	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO3818	This study	pNUT2838 construction	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO3785	This study	pNUT2674 construction	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO3786	This study	pNUT2674 construction	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO4121	This study	pNUT2787 construction	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO4121	This study	pNUT2787 construction	The sequence of this oligonucleotide can be found in Supplementary file 3
Sequence-based reagent	KDO4127	This study	pNUT2838 construction	The sequence of this oligonucleotide can be found in Supplementary file 3
Software, algorithm	Matlab	MathWorks	Version R2019b	
Software, algorithm	Prism	GraphPad Software	Version 9.2.0	
Software, algorithm	NIS-Elements	Nikon	Version 4.5.2	
Software, algorithm	Inkscape	Inkscape	Version 1.0.1	
Software, algorithm	CLC Genomics Workbench	Qiagen	Version 11.0	
Chemical compound, drug	Na_2_HPO_4_	Carl Roth	P030.2	
Chemical compound, drug	CoCl_2_	Carl Roth	7095.1	
Chemical compound, drug	MnSO_4_	Sigma-Aldrich	M8179	
Chemical compound, drug	CuCl_2_	Sigma-Aldrich	307,483	
Chemical compound, drug	ZnSO_4_	Sigma-Aldrich	Z0251	
Chemical compound, drug	thiamine-HCl	Sigma-Aldrich	T4625	
Chemical compound, drug	FeCl_3_	Sigma-Aldrich	31,332	
Chemical compound, drug	MgSO_4_,	Sigma-Aldrich	M2643	
Chemical compound, drug	CaCl_2_	Sigma-Aldrich	C5670	
Chemical compound, drug	NaCl	Carl Roth	HN00.2	
Chemical compound, drug	(NH_4_)_2_SO_4_	Carl Roth	3746.2	
Chemical compound, drug	KH_2_PO_4_	Carl Roth	3904.1	

### Strains, strain construction, and media

All *E. coli* strains used in this study are derivatives of the *E. coli* K-12 AR3110 strain (Serra et al., 2013a). For the construction of plasmids and bacterial strains, standard molecular biology techniques were applied (Sambrook et al., 1989), using enzymes purchased from New England Biolabs or Takara Bio. All AR3110 derivatives carried a constitutively expressed fluorescent protein expression system (based on the P*_tac_* promoter without the *lac* operator) inserted in the chromosome at the *attB* site. To generate chromosomal deletions, the lambda red system was used to replace the target region with an antibiotic cassette flanked by FRT sites (Datsenko and Wanner, 2000). Then, the Flp-FRT recombination system was utilized to remove the antibiotic resistance cassette (Cherepanov and Wackernagel, 1995). To insert the unstable fluorescent protein sfGFP(ASV) (Andersen et al., 1998) expressed under the control of the P*_tac_* promoter (without the *lac* operator) and a chloramphenicol cassette flanked by FRT sites into the Tn7 insertion site, we used the protocol described by Choi et al., 2005. After the fragment was inserted, the chloramphenicol resistance cassette was removed using the Flp-FRT recombination system. All strains, plasmids, and oligonucleotides that were used in this study are listed in Supplementary files 1-3, respectively.

Cultures were grown in LB-Miller medium (10 g L^–1^ NaCl, 10 g L^–1^ tryptone, 5 g L^–1^ yeast extract) for routine culture and cloning, or in M9 minimal salts medium supplemented with 5 g L^–1^ D-glucose (which we refer to as “M9 medium” throughout the article for simplicity). The M9 minimal salts medium consisted of the following components: 42.3 mM Na_2_HPO_4_ (Carl Roth P030.2), 22 mM KH_2_PO_4_ (Carl Roth 3904.1), 11.3 mM (NH_4_)_2_SO_4_ (Carl Roth 3746.2), 8.56 mM NaCl (Carl Roth HN00.2), 0.1 mM CaCl_2_ (Sigma-Aldrich C5670), 1 mM MgSO_4_, (Sigma-Aldrich M2643), 60 μM FeCl_3_ (Sigma-Aldrich 31332), 2.8 μM thiamine-HCl (Sigma-Aldrich T4625), 6.3 µM ZnSO_4_ (Sigma-Aldrich Z0251), 7 µM CuCl_2_ (Sigma-Aldrich 307483), 7.1 µM MnSO_4_ (Sigma-Aldrich M8179), 7.6 µM CoCl_2_ (Carl Roth 7095.1). M9 agar plates were made using 8 mL of M9 medium (as defined above) with 1.5 % w/v agar-agar, aliquoted into petri dishes with 35 mm diameter and 10 mm height (Sarstedt 82.1135.500).

### Colony biofilm growth

Samples from -80 °C frozen stocks were used to inoculate LB-Miller medium with kanamycin (50 µg mL^–1^) followed by incubation for 5 hr at 37 °C with shaking at 220 rpm. At this point, 1 µL of the culture was used to inoculate 5 mL of M9 medium inside a 100-mL-Erlenmeyer flask and grown at 37 °C with shaking at 220 rpm for 16–22 hr. The cultures were continuously kept in exponential phase by regular back-dilutions, with optical density at 600 nm (OD_600_) always below 0.6. Aliquots from these cultures were passed through a sterile 0.45 µm pore size polyvinylidene fluoride membrane filter of diameter 5 mm, unless stated otherwise. High-resolution confocal fluorescence microscopy showed that this treatment resulted in spatially well-separated single cells on the filter membrane. Using clean and sterile stainless-steel tweezers, these filter membranes carrying the cells were immediately placed directly onto M9 agar plates and incubated at 37 °C for up to 72 hr.

### Microscopy

All imaging was performed using a Yokogawa spinning disk confocal unit mounted on a Nikon Ti-E inverted microscope. A Nikon 40 x air extra-long working distance objective with numerical aperture (NA) 0.60 was used for all imaging, except for mutant screening (Figure 4—figure supplement 1) and competition experiments (Figure 4—figure supplement 4) where a 4 x air objective (NA 0.13, Nikon) was used, and single-cell imaging (Figure 2—figure supplement 1A) were a 100 x oil objective (NA 1.45, Nikon) was used. All imaging was done inside a microscope incubator kept at 37 °C. Instead of imaging through the filter, colonies were imaged facing down and the Petri dish lid was removed (Figure 1—figure supplement 1A). To maintain a high humidity and avoid evaporation of the M9 agar, the space between the microscope objective and the petri dish was sealed with flexible plastic foil. To avoid condensation on the objective, the objective was heated using an objective heater at 37 °C.

### Colony detection and biovolume measurements with adaptive microscopy

In preliminary experiments, we observed that colony growth of the wild-type *E. coli* strain AR3110 resulted in heterogeneous shapes (Figure 1—figure supplement 1B) that were caused by flagella-based motility of cells on the filter membranes in the very early stages of incubation. To avoid the effects caused by cellular motility during early colony growth, all subsequently experiments were performed using a strain that lacks the flagellin FliC (∆*fliC*), which we used as parental strain in this study. This strain was incapable of swimming motility, and the resulting colonies were highly reproducible in shape and highly symmetric (Figure 1B and Figure 1—figure supplement 1C).

To determine the biomass of colonies, the colonies were grown on filter membranes on M9 agar as explained above, but with the addition of 0.2 µm dark red fluorescent beads (Invitrogen, F8807) to the bacterial suspension prior to filtering. This resulted in far-red fluorescent beads being located on the filter in addition to the red fluorescent cells. Using adaptive microscopy (Jeckel and Drescher, 2021) these beads were used to find the correct focal plane for imaging of the bacterial cells (or base of the colonies). After 12, 18, 24, 32, 42, 48, 60, and 72 hr of colony growth, the colonies were imaged in 3D using confocal microscopy. All colonies on the membrane filter were imaged using an adaptive microscopy approach (Jeckel and Drescher, 2021) as follows: The whole filter was scanned using 2D imaging, followed by an identification of all colonies on the filter, followed by a high-resolution 3D imaging of each colony. From the scans of the whole filter, the number of colonies was determined. From the 3D images of the colonies, the biovolume was calculated. To obtain the biovolume, the outline of the colony was identified by thresholding the image gradient in each *z*-slice. The convex area of this binary image was then used as a measure for the biomass present in this plane such that summation over all slices followed by multiplication with the appropriate µm³/voxel calibration yielded the biovolume of each colony. The code used for image analysis is available on Github, https://github.com/knutdrescher/colonymetabolism.

### Quantification of mRuby2 fluorescence in colonies from images

The colonies were grown for 72 hr and then imaged using the microscopy conditions described above, and colonies were detected in the images as described above. The colony surface was defined as the interface between the colony and the air. Measurements of fluorescence levels inside the colony at different locations was performed analogous to methods that are available within the BiofilmQ software (Hartmann et al., 2021), yet some modifications were performed as described below, which made it more convenient to use separate functions (available on Github, https://github.com/knutdrescher/colonymetabolism).

To measure the vertical and horizontal fold changes in mRuby2 fluorescence as a function of the distance to the colony surface (Figure 2A) two different approaches were applied. To measure the fluorescence in a vertical direction inside the colony, a vertical cylinder of radius 3.3 µm was defined in the center of the colony. The fluorescence in that cylinder was quantified and the values obtained were normalized to the fluorescence at the colony surface. To measure the fold change in fluorescence horizontally within the colony, a *xy*-horizontal plane at the base of the colony was selected. The mRuby2 fluorescence was quantified in the plane and normalized to the fluorescence at the colony-air interface within the same plane.

The fold-change in mRuby2 fluorescence as a function of the distance to the colony surface in whole colonies was also measured irrespective of the orientation of the measurement axis (Figure 2—figure supplement 1D). For this, the mRuby2 fluorescence intensity values of all locations inside the colony with a similar distance to the colony surface (see definition above) were averaged.

To determine the total fraction of fluorescent fraction of cells in a colony (insert of Figure 2B), colonies were grown as described above for either 12 h, 18h, 24 h, 32 h, 42 h, 48h, 60 h, or 72 h. Then, the mRuby2 fluorescence in the colonies was imaged using confocal microscopy, using the microscopy conditions described above. Inside the colony, 3D regions that were fluorescent in the mRuby2 channels were identified *via* thresholding. The fluorescent fraction was calculated as the fluorescent volume divided by the total volume of the colony.

### Liquid growth assays

Samples from -80 °C frozen stocks were used to inoculate LB-Miller medium, followed by incubation for 5 hr at 37 °C with shaking at 220 rpm. Each culture was back-diluted 5,000-fold into 5 mL of M9 medium inside a 100-mL-Erlenmeyer flask, and grown at 37 °C with shaking at 220 rpm. At an OD_600_ of 0.3 each culture was washed three times in M9 minimal salts medium (lacking glucose and ammonium sulfate) and resuspended in the same volume of the medium of interest. These bacterial suspensions were diluted 10-fold and transferred into a 96-well plate (Sarstedt, 82.1581.001), and incubated at 37 °C with shaking in a microtiter plate reader (Epoch2, Biotek). The resulting growth curve data was analyzed using Matlab (version R2019b, Mathworks).

To simultaneously measure OD_600_ and the ratio between unstable GFP (with the ASV-tag) and mRuby2 as a function of time (Figure 5—figure supplement 1), a glycerol stock of the strain KDE2937 was used to inoculate LB-Miller medium, followed by incubation for 5 hr at 37 °C with shaking at 220 rpm. The culture was then back-diluted 5000-fold into 5 mL of M9 medium inside a 100 mL Erlenmeyer flask and grown for 16 hr. This culture was used to inoculate 75 mL of M9 medium inside a 1 L Erlenmeyer flask with an adjusted OD_600_ of 0.05. This culture was grown at 37 °C with shaking at 220 rpm. Aliquots of the culture were taken every 30 min, to measure the OD_600_ and to determine the ratio between unstable GFP (with the ASV-tag) and mRuby2 using microscopy. To image the aliquots, they were placed between a cover slip and a M9 agar pad and imaged as described in the microscopy methods section.

### Anoxic liquid growth assays

Samples from -80 °C frozen stocks were used to inoculate LB-Miller medium, followed by incubation for 5 hr at 37 °C with shaking at 220 rpm. Each culture was then back-diluted 5000-fold into 5 mL of M9 medium inside a 100 mL Erlenmeyer flask, and grown at 37 °C with shaking at 220 rpm. At OD_600_ = 0.7 each culture was washed three times in M9 minimal salts medium (lacking glucose and ammonium sulfate) and resuspended in 300 µL. These bacterial suspensions were used to inoculate 20 mL of the particular medium under investigation with a starting OD_600_ of 0.03, which was placed into a 50 mL bottle that was closed with a gas-tight lid containing a rubber septum (Duran, 292062803). Immediately after inoculation, the bottle and the culture were made anoxic using the following protocol: A needle connected to a system that can switch between applying a vacuum and gaseous N_2_ was introduced through the rubber septum. Then, vacuum was applied to remove the gas in the bottle for 1 min, followed by flushing the bottle with N_2_ at 1 bar for 1 min, while the medium in the bottle was continuously mixed using a magnetic stirrer. This process was repeated for 15 cycles. After this process, the needle was slowly removed from the bottle and the cultures were incubated at 37 °C with shaking at 220 rpm. After 96 hr of incubation, the OD_600_ was measured (Figure 3D).

### Liquid culture conditions for measurements of extracellular alanine in supernatants

Samples from -80 °C frozen stocks were used to inoculate LB-Miller medium with kanamycin (50 µg mL^–1^), followed by incubation for 5 hr at 37 °C with shaking at 220 rpm. The cultures were then back-diluted 5000-fold into 5 mL of M9 medium inside a 100-mL-Erlenmeyer flask and incubated at 37 °C with shaking at 220 rpm. These cultures were kept in exponential phase by regular back-dilutions, with optical density at 600 nm (OD_600_) always below 0.6. At an OD_600_ of 0.3, the cultures were centrifuged at 14000 g for 2 min and the supernatant was removed. To investigate aerobic growth conditions, the pellets were suspended in M9 minimal salts medium supplemented with glucose and the OD_600_ was adjusted to 0.1 by dilution. For oxic starvation conditions, the pellets were suspended in same volume of M9 medium lacking ammonium sulfate but including glucose, M9 medium lacking glucose but including ammonium sulfate, or M9 medium lacking both glucose and ammonium sulfate. The cultures were then placed into 100-mL-Erlenmeyer flasks at 37 °C with shaking at 220 rpm as before. To investigate anoxic conditions, the pellets were suspended in the same media as described above, but the resulting cultures were transferred into a closed 15-mL-conical centrifuge tube (Sarstedt, 62.554.100) filled to the top. The tubes were oriented horizontally and incubated at 37 °C with shaking at 100 rpm. For the oxic and anoxic starvation conditions, the samples were taken after 2 hr of incubation. For aerobic and anaerobic conditions that permitted growth, samples were taken during exponential growth phase. Samples were processed and analysed using mass spectrometry as described below.

### Sample processing for mass spectrometry-based metabolomics

To measure metabolites in whole colonies over time, filter membranes that carried colonies were transferred into 150 µL of a mixture of 40:40:20 (v/v) acetonitrile:methanol:water at –20 °C for metabolite extraction. This suspension was vortexed with a glass bead to disrupt the colonies.

To measure extracellular metabolites from colonies, the filter membranes carrying the colonies were resuspended in 1 mL phosphate-buffered saline (PBS; 8 g l^–1^ NaCl, 0.2 g ^l-1^ KCl, 1.44 g l^–1^ Na_2_HPO_4_, 0.24 g l^–1^ KH_2_PO_4_, pH 7.4) at 37 °C. In this case, no glass bead vortexing was needed, as the colonies readily dissolved. The suspension was immediately vacuum-filtered using a 0.45 µm pore size filter (HVLP02500, Merck Millipore) and 100 µL of the flow-through were mixed with 400 µL of a mixture of 50:50 (v/v) acetonitrile:methanol at –20 °C.

To measure extracellular metabolites from liquid cultures, 1 mL of grown cultures were filtered on a 0.45 µm pore size filter (HVLP02500, Merck Millipore) and 100 µL of the flow through were mixed with 400 µL of a mixture of 50:50 (v/v) acetonitrile:methanol at –20 °C.

All extracts were centrifuged for 15 min at 11000 g at –9 °C and stored at –80 °C until mass spectrometry analysis.

### Mass spectrometry measurements

For metabolomics, centrifuged extracts were mixed with ^13^C-labeled internal standards. Chromatographic separation was performed on an Agilent 1290 Infinity II LC System (Agilent Technologies) equipped with an Acquity UPLC BEH Amide column (2.1 × 30 mm, particle size 1.8 µm, Waters) for acidic conditions and an iHilic-Fusion (P) HPLC column (2.1 × 50 mm, particle size 5 µm, Hilicon) for basic conditions. The following binary gradients with a flow rate of 400 µl min^–1^ were applied. Acidic condition: 0–1.3 min isocratic 10% A (water with 0.1% v/v formic acid, 10 mM ammonium formate), 90% B (acetonitrile with 0.1% v/v formic acid), 1.3–1.5 min linear from 90% to 40% B; 1.5–1.7 min linear from 40% to 90% B, 1.7–2 min isocratic 90% B. Basic condition: 0–1.3 min isocratic 10% A (water with formic acid 0.2% (v/v), 10 mM ammonium carbonate), 90% B (acetonitrile); 1.3–1.5 min linear from 90% to 40% B; 1.5–1.7 min linear from 40% to 90% B, 1.7–2 min isocratic 90% B. The injection volume was 3.0 µl (full loop injection).

Ions were detected using an Agilent 6495 triple quadrupole mass spectrometer (Agilent Technologies) equipped with an Agilent Jet Stream electrospray ion source in positive and negative ion mode. The source gas temperature was set to 200 °C, with 14 L min^–1^ drying gas and a nebulizer pressure of 24 psi. Sheath gas temperature was set to 300 °C and the flow to 11 L min^–1^. Electrospray nozzle and capillary voltages were set to 500 and 2500 V, respectively. Metabolites were identified by multiple reaction monitoring (MRM). MRM parameters were optimized and validated with authentic standards (Guder et al., 2017). Metabolites were measured in ^12^C and ^13^C isoforms, and the data was analysed with a published Matlab code (Guder et al., 2017).

### Data analysis for metabolomics

For whole-colony metabolite measurements, the mass spectrometry measurements were normalized by the total biovolume measured with confocal microscopy. For measurements of the extracellular metabolites in colonies (Figure 4B), the mass spectrometry measurements were normalized by colony number and average colony volume determined by confocal microscopy. To create heatmaps of the metabolite dynamics, the Genesis software (Sturn et al., 2002) was used.

### Whole-colony transcriptomes

Colonies were grown on filter membranes as described above. After 12, 18, 24, 32, 42, 48, 60, and 72 hr of growth,the filters carrying the colonies were picked up using plastic forceps and transferred into 1.5 mL Eppendorf tubes, which were immediately placed into liquid nitrogen, followed by storage at –80 °C until further processing. To extract the RNA, a glass bead and 600 μL of cell lysis buffer were added during thawing of the sample at room temperature. Cell lysis buffer consisted of TE (10 mM Tris, adjusted to pH 8.0 with HCl, 1 mM EDTA) and 1 mg/mL of chicken egg lysozyme (Sigma, L6876). The colonies were disrupted by vortexing and the cell suspension was moved to a new 1.5 mL Eppendorf tube. Then, total RNA was extracted using the hot SDS/phenol method (Jahn et al., 2008) with some modifications as follows. Cells were lysed at 65 °C for 2 min in the presence of 1% (w/v) SDS, and the lysate was incubated with 750 µL of Roti-Aqua-Phenol (Carl Roth, A980) at 65 °C for 8 min, followed by the addition of 750 µL chloroform (Sigma, C2432) to the aqueous phase and centrifugation using a phase lock gel tube (VWR, 733–2478). RNA was purified from this suspension by ethanol precipitation and dissolved in 60 µL of RNase-free water. Samples were then treated with TURBO DNase (Thermo Fisher, AM2238) and rRNA depletion was performed using Ribo-Zero rRNA Removal Kit for bacteria (Illumina, MRZB12424). Sequencing library preparation was carried out using NEBNext Ultra II Directional RNA Library Prep with Sample Purification Beads (NEB, E7765S). Sequencing was carried out at the Max Planck Genome Centre (Cologne, Germany) using an Illumina HiSeq3000 with 150 bp single reads. All transcriptomic analyses were performed using the software CLC Genomics Workbench v11.0 (Qiagen). The *E. coli* K-12 W3310 genome (Hayashi et al., 2006), parental strain of *E. coli* AR3110 (Serra et al., 2013a), was used as reference for annotation. For creating heatmaps, clustering of transcripts was performed using the software Genesis (Sturn et al., 2002).

### Spatial transcriptomes

Filter membranes carrying colonies that were grown for 72 hr were transferred into 2 mL Eppendorf tubes (one filter per tube). Cells from the colonies on a filter were then quickly suspended in 1 mL PBS by vortexing and pipetting, followed by removal of the filter from the tube, and fixation of the cells by adding formaldehyde (Sigma, F8775) to a final concentration of 4%, for 10 min at room temperature. Formaldehyde fixation did not affect the transcriptomic profile or the fluorescence intensity (Figure 2—figure supplement 2). 

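By the naming rule, the genes with the largest change after 0 hr of fixation relative to unfixed 72-hr-colonies all fell. The gabD gene (2789929 to 2791377, plus strand) fell from 167 ± 24.7 to 67.2 ± 7.23 CPM (SD, n = 3), a log2-fold-change of -1.31 (SE 0.15, edgeR FDR-adjusted p = 0.0101). It was followed by aceE (-1.28), rplB (-1.24), rplW (-1.22) and ilvD (-1.09). The 1 gene called higher was adeQ (listed as yicO), which lay outside the rule and was picked after its value was seen, with a log2-fold-change of 1.61 (SE 0.28, edgeR FDR-adjusted p = 0.0483). DESeq2 did not call it higher and called ymdF and yjdN (listed as phnB) instead, also picked after their values were seen. For all 13 genes called, the 3 libraries of one group lay above the 3 of the other, which their selection by the same libraries favours. The number called fell to 0 without replicate 1 of the unfixed colonies or without any 1 of the libraries fixed for 0 hr.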

Then, the fixed cells were washed three times with PBS and the cell suspension was filtered with a 5 µm pore size filter (Sartorius, 17594) to remove aggregates. Cells were separated using fluorescence-activated cell sorting (BD FACSAria Fusion), using the mRuby2 fluorescence as a signal. After sorting, approximately 10^6^ cells were collected in 10 mL of PBS for each bin. To concentrate the samples, they were vacuum-filtered using a 0.45 µm membrane filter (Millipore, HVLP02500). The filters containing the cells were suspended in 400 μL of the cell lysis buffer (same composition as above). The suspension was frozen in liquid nitrogen and stored at –80 °C until RNA extraction.

Total RNA was extracted using the same protocol as described above (based on the hot SDS/phenol method), but with the following modifications to minimize the number of steps and loss of RNA: after treatment with phenol, the aqueous and organic phases were both directly transferred to a phase lock gel tube (VWR, 733–2478) without centrifugation. Chloroform was added and centrifuged at 15000 rpm for 15 min at 12 °C. After centrifugation, RNA in the aqueous phase was purified and collected in 10 µL of RNase-free water using Agencourt RNAClean XP (Beckman Coulter, A63987) according to the manufacturer’s recommendations. Samples were then treated with TURBO DNase (Thermo Fisher, AM2238) and rRNA depletion was performed using Ribo-Zero rRNA Removal Kit for bacteria (Illumina, MRZB12424). Library preparation was carried out using NEBNext Ultra II Directional RNA Library Prep with Sample Purification Beads (NEB, E7765S). Sequencing was carried out at the Max Planck Genome Centre (Cologne, Germany) using an Illumina HiSeq3000 with 150 bp single reads.

Spatial and temporal transcriptomic data were uploaded to the Gene Expression Omnibus (GEO) repository with the accession code GSE175768.

### Measurements of the fraction of dead cells

To measure the fraction of dead cells within the oxic region of the colonies, the colonies were grown on filter membranes on M9 agar as described above, but with the exception that SYTOX Green (Thermofisher, S7020) with a final concentration of 2.5 µM was added to the M9 agar plates. SYTOX Green is a nucleic acid stain that can only diffuse into dead cells with a compromised cell membrane. After incubation for 72 hr, the mRuby2 fluorescence and the SYTOX Green fluorescence in the colonies was imaged using confocal microscopy. Inside the colony, 3D regions that were fluorescent in both the mRuby2 and SYTOX Green channels were identified via thresholding. The fraction of dead cells was calculated as the thresholded volume present in both the mRuby2 and SYTOX Green channels, divided by the thresholded volume of the mRuby2 channel. For the quantification of the fraction of dead cells in the oxic region of the colony, only cells located within 30 µm from the outer surface of the colony were considered, because only in this region oxygen penetration was high enough to generate a sufficiently strong mRuby2 signal.

To measure the fraction of dead cells in liquid cultures, cultures were grown in M9 medium, which was supplemented with SYTOX Green (2.5 µM), incubated at 37 °C inside 96-well plates with continuous shaking. The OD_600_ and SYTOX Green fluorescence were measured in a microtiter plater reader (Spark 10 M, Tecan). The fraction of dead cells was calculated as the SYTOX Green fluorescence normalized by the OD_600_.

### Strain competition experiments

Samples from -80 °C frozen stocks were used to inoculate LB-Miller medium with kanamycin (50 µg mL^–1^), followed by incubation for 5 hr at 37 °C with shaking at 220 rpm. The cultures were then back-diluted 5000-fold into 5 mL of M9 medium inside a 100-mL-Erlenmeyer flask and incubated at 37 °C with shaking at 220 rpm until exponential phase. Then, the cultures were adjusted to an OD_600_ of 0.05 and two strains were mixed in a 1:1 ratio and the solution was diluted 100-fold. For each experiment, one strain expressed the fluorescent protein mRuby2 and the other strain the fluorescent protein sfGFP. The exact ratio of the strains in the inoculation suspension was measured using flow cytometry. Then, 1 µL of this mixture was filtered on a membrane filter, which it was placed on solid M9 agar and incubated at 37 °C. After 72 hr, the colonies were imaged and the ratio of each strain was measured in a ring with a width of 35 µm and at a distance of 350 µm from the edge of the inoculation spot using basic image analysis and image thresholding.

### Oxygen measurements

Oxygen concentrations were measured in 72-hr-old colonies (grown on M9 agar as described above) using a 25-µm-tip oxygen microsensor (Unisense OX-25) according to the manufacturer’s instructions. Briefly, the oxygen microsensor was calibrated using a two-point calibration. The microsensor was first calibrated to atmospheric oxygen using a calibration chamber (Unisense CAL300) containing water continuously bubbled with air. The microsensor was then calibrated to a ‘zero’ oxygen point using an anoxic solution of 0.1 M sodium ascorbate and 0.1 M sodium hydroxide in water. Oxygen measurements were then taken through the top ≥100 µm of the colony biofilm in 5-µm-steps using a measurement time of 3 s at each position, and a wait time between measurements of 5 s. A micromanipulator (Unisense MM33) was used to move the microsensor within the colony. Profiles were recorded using a multimeter (Unisense) and the SensorTrace Profiling software (Unisense).

### Image analysis scripts

All Matlab scripts used for image analysis are available on Github, https://github.com/knutdrescher/colonymetabolism (copy archived at swh:1:rev:cfc8d212071e634b6b7aa8462b745a14761193e9, Drescher, 2021).

### Statistical analysis

Statistical analysis was carried out using GraphPad Prism v8 (GraphPad Software), except for the statistical analysis for transcriptomic data, which was performed using the software CLC Genomics Workbench 11.0 (Qiagen). All statistical tests performed and sample sizes are reported in the corresponding figure legend. Each biological replicate was performed on a different day.

## Data Availability

Spatial and temporal transcriptomic data were uploaded to the Gene Expression Omnibus (GEO) repository with the accession code GSE175768. All data generated or analysed during this study are included in the manuscript and supporting files. All Matlab scripts used for image analysis are available on Github, https://github.com/knutdrescher/colonymetabolism (copy archived at https://archive.softwareheritage.org/swh:1:rev:cfc8d212071e634b6b7aa8462b745a14761193e9). The following dataset was generated: Diaz-PascualF NoshoK DrescherK 2021Spatial alanine metabolism determines local growth dynamics of *Escherichia coli* coloniesNCBI Gene Expression OmnibusGSE17576810.7554/eLife.70794PMC857930834751128

# Supplementary material for: Spatial alanine metabolism determines local growth dynamics of Escherichia coli colonies
**Source:** eLife. 2021 Nov 9;10:e70794. doi: 10.7554/eLife.70794
**Supplement:** Supplementary file 1. — Abbreviations: Kan = kanamycin. Superscript “R” = resistance. “-” = fusion. “::” = insertion. The scar corresponds to 5’-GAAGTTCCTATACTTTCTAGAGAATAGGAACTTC-3’ sequence.

**Supplementary File 1: Bacterial strains used in this study.** Abbreviations: Kan = kanamycin. Superscript “R” = resistance. “-” = fusion. “::” = insertion. The scar corresponds to the sequence 5’-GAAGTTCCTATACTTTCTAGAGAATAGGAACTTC-3’.

| **Strain** | **Genotype/ Relevant features** | **Reference** |
| --- | --- | --- |
| KDE261 | *E. coli* strain carrying plasmid pCP20. | Drescher lab stock |
| KDE262 | *E. coli* strain carrying plasmid pKD46. | Drescher lab stock |
| KDE264 | *E. coli* strain carrying plasmid pKD3. | Drescher lab stock |
| KDE265 | *E. coli* strain carrying plasmid pKD4. | Drescher lab stock |
| KDE1361 | *E. coli* strain carrying plasmid pNUT1361. | Drescher lab stock |
| KDE2338 | *E. coli* strain carrying plasmid pNUT2338. | Drescher lab stock |
| KDE2658 | *E. coli* strain carrying plasmid pUC18R6KT-mini-Tn7-Km (Addgene #64969). | Drescher lab stock |
| KDE2659 | *E. coli* strain carrying plasmid pTNS2 (Addgene #64968). | Drescher lab stock |
| KDE2674 | *E. coli* strain carrying plasmid pNUT2674. | This study |
| KDE2787 | *E. coli* strain carrying plasmid pNUT2787. | This study |
| KDE2838 | *E. coli* strain carrying plasmid pNUT2838. | This study |
| KDE474 | *E. coli* AR3110 WT. | (Serra, Richter, & Hengge, 2013) |
| KDE679 | AR3110, P*_tac_-mRuby2-mRuby2* and *Kan^R^* inserted at *attB* site (P*_tac_* without operator). | (Vidakovic, Singh, Hartmann, Nadell, & Drescher, 2018) |
| KDE722 | KDE679 with Δ*fliC*::scar. | (Vidakovic et al., 2018) |
| KDE1899 | AR3110 with Δ*fliC*::scar. | This study |
| KDE2007 | KDE679 with Δ*fliC*::scar, Δ*alaE*::scar. | This study |
| KDE2009 | KDE679 with Δ*fliC*::scar, Δ*dadAX*::scar. | This study |
| KDE2086 | KDE679 with Δ*fliC*::scar, Δ*alaE*::scar, Δ*dadAX*::scar. | This study |
| KDE2183 | KDE679 with Δ*fliC*::scar, Δ*cycA*::scar. | This study |
| KDE2185 | KDE679 with Δ*fliC*::scar, Δ*livG*::scar. | This study |
| KDE2438 | KDE679 with Δ*fliC*::scar, Δ*yaaJ*::scar. | This study |
| KDE2242 | AR3110, P*_tac_-sfgfp-sfgfp* and *Kan^R^* inserted at *attB* site (P*_tac_* without operator), with Δ*fliC*::scar, Δ*alaE*::scar, Δ*dadAX*::scar. | This study |
| KDE2445 | AR3110, P*_tac_-sfgfp-sfgfp* and *Kan^R^* inserted at *attB* site (P*_tac_* without operator), with Δ*fliC*::scar. | This study |
| KDE2533 | KDE679 with Δ*fliC*::scar Δ*cycA*::scar, Δ*livG*::scar, Δ*alaE*::scar, Δ*yaaJ*::scar. | This study |
| KDE2564 | KDE679 with Δ*fliC*::scar, Δ*cycA*::scar, Δ*dadAX*::scar. | This study |
| KDE2607 | KDE679 with Δ*fliC*::scar, Δ*yaaJ*::scar, Δ*dadAX*::scar. | This study |
| KDE2937 | KDE679 with Δ*fliC*::scar, P*_tac_-sfgfp*(ASV) at the Tn7 insertion site, coding for an unstable superfolder GFP with an AANDENYAASV-tag. | This study |
| KDE2938 | KDE679 with Δ*fliC*::scar, Δ*alaE*::scar, P*_tac_-sfgfp*(ASV) at the Tn7 insertion site. | This study |
| KDE2939 | KDE679 with Δ*fliC*::scar, Δ*dadAX*::scar, P*_tac_-sfgfp*(ASV) at the Tn7 insertion site. | This study |
| KDE2940 | KDE679 with Δ*fliC*::scar, Δ*alaE* Δ*dadAX*, P*_tac_-sfgfp*(ASV) at the Tn7 insertion site. | This study |

# Supplementary material for: Spatial alanine metabolism determines local growth dynamics of Escherichia coli colonies
**Source:** eLife. 2021 Nov 9;10:e70794. doi: 10.7554/eLife.70794
**Supplement:** Supplementary file 2. — Abbreviations: Kan = kanamycin, Amp = ampicillin, Chl = chloramphenicol. Superscript “R” = resistance. “-“ = fusion.

**Supplementary File 2: Plasmids used in this study.** Abbreviations: Kan = kanamycin, Amp = ampicillin, Chl = chloramphenicol. Superscript “R” = resistance. “-“ = fusion.

| **Plasmid** | **Genotype/ Relevant features** | **Reference** |
| --- | --- | --- |
| pKD3 | R6K ori, chloramphenicol acetyl transferase cassette flanked *by frt*, Amp^R^. | (Datsenko & Wanner, 2000) |
| pKD4 | R6K ori, *T*n5 neomycin phosphotransferase cassette flanked *by frt*, Amp^R^. | (Datsenko & Wanner, 2000) |
| pKD46 | Temperature sensitive replication origin oriR101, arabinose-inducible lambda recombinase genes*,* Amp^R^. | (Datsenko & Wanner, 2000) |
| pCP20 | Temperature sensitive replication origin oriR101, Flp recombinase gene, Chl^R^, Amp^R^. | (Cherepanov & Wackernagel, 1995) |
| pNUT1361 | pSC101*, Kan***^R^,*** P*_tac_-sfgfp*. | Drescher lab stock |
| pNUT2338 | pSC101*, Kan***^R^,*** P*_tac_-mRuby2-mRuby2*. | This study |
| pUC18R6KT-mini-Tn7-Km | R6K ori, contains *Tn7L* and *Tn7R* sites, between these sites a *T*n5 neomycin phosphotransferase cassette flanked *by frt*, Amp^R^. | (Choi et al., 2005), Addgene #64969 |
| pTNS2 | R6K ori, plasmid for transposase (*tnsABCD*) expression, Amp^R^. | (Choi et al., 2005), Addgene #64968 |
| pNUT2674 | pKD4 backbone, P*_tac_-sfgfp*(ASV), coding for an unstable superfolder GFP with the AANDENYAASV-tag. | This study |
| pNUT2787 | pUC18R6KT-mini-Tn7-Km backbone. Tn5 neomycin phosphotransferase cassette replaced by a chloramphenicol acetyl transferase cassette | This study |
| pNUT2838 | pNUT2787 backbone. P*_tac_-sfgfp*(ASV), coding for an unstable superfolder GFP with the AANDENYAASV-tag, placed between *Tn7L* and *Tn7R* sites. | This study |

# Supplementary material for: Spatial alanine metabolism determines local growth dynamics of Escherichia coli colonies
**Source:** eLife. 2021 Nov 9;10:e70794. doi: 10.7554/eLife.70794
**Supplement:** Supplementary file 3.

**Supplementary File 3: DNA oligonucleotides used in this study.**

| **Name** | **Sequence (5’ to 3’ direction)** | **Description** |
| --- | --- | --- |
| KDO834 | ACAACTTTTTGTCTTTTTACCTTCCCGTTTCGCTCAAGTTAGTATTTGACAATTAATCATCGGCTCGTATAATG | Insertions at the *attB* site |
| KDO894 | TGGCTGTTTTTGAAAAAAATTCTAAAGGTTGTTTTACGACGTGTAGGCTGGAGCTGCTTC | *fliC* deletion |
| KDO895 | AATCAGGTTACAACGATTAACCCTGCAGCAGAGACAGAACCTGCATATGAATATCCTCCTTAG | *fliC* deletion |
| KDO1662 | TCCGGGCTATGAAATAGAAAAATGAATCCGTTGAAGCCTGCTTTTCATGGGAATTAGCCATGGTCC | Insertions at the *attB* site |
| KDO2562 | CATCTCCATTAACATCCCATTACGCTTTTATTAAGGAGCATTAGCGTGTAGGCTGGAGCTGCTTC | *alaE* deletion |
| KDO2563 | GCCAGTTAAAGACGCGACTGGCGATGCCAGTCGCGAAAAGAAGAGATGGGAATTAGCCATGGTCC | *alaE* deletion |
| KDO2566 | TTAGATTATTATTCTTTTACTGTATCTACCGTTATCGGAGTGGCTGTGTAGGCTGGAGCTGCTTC | *dadAX* deletion |
| KDO2567 | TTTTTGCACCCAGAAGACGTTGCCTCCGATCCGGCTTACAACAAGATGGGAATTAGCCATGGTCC | *dadAX* deletion |
| KDO2845 | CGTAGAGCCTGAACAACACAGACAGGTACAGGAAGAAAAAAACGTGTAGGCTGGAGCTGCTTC | *cycA* deletion |
| KDO2846 | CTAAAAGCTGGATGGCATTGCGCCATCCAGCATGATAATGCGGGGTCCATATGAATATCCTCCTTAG | *cycA* deletion |
| KDO2841 | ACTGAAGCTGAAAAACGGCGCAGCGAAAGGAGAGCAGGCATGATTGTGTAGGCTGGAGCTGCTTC | *livG* deletion |
| KDO2842 | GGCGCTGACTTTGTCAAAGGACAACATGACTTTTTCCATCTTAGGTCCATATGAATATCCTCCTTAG | *livG* deletion |
| KDO3481 | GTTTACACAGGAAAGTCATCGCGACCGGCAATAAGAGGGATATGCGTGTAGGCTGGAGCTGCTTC | *yaaJ* deletion |
| KDO3482 | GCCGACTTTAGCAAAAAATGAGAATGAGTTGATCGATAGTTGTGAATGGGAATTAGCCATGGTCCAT | *yaaJ* deletion |
| KDO3256 | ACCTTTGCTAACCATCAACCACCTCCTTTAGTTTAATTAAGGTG | pNUT2338 construction |
| KDO3257 | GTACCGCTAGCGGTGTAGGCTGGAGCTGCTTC | pNUT2338 construction |
| KDO3817 | TCGACTCCTTCTCGAGGAATTCCTGCAGCC | pNUT2838 construction |
| KDO3818 | GAATGCTGGTACCTCGCGAAGGCCT | pNUT2838 construction |
| KDO3785 | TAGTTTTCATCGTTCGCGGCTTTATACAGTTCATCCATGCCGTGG | pNUT2674 construction |
| KDO3786 | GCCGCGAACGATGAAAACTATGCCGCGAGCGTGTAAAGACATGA | pNUT2674 construction |
| KDO4121 | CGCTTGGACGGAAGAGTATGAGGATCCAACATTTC | pNUT2787 construction |
| KDO4121 | CCAGATATCCGATCCTCATCCTGTCTCTTG | pNUT2787 construction |
| KDO4127 | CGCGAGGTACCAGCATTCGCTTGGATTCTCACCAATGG | pNUT2838 construction |

How the deposited data were processed for this re-analysis (not part of the article)

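RNA-seq data of 48 samples were analysed: 24 whole-colony samples of the time course (8 time points with 3 replicates), 9 unsorted samples of 72-hr-colonies from the fixation control (without fixation and fixed for 0 or 2 hr), 3 of an exponentially growing liquid culture and 12 of sorted cells of 72-hr-colonies (4 each of inner, outer and all cells). The strain lacks fliC, and fliC had 0 to 2 reads in every sample. Microscopy, mass spectrometry and growth measurements of the paper were not analysed here.

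The authors mapped single reads to the E. coli K-12 W3110 chromosome in CLC Genomics Workbench and counted them on 4337 genes. The counts were deposited as total gene reads and as unique gene reads, which leave out reads that map to more than 1 place, without normalization and with replicates kept apart. The deposited TPM values were made by the authors from total gene reads and gene length, and recomputing them from these columns gave a largest difference of 1.3e-10. The deposited RPKM values, which the files repeat as an expression value, were made by the authors from total gene reads, gene length and the mapped reads of the sample. They were used only to recover the number of mapped reads per sample. The mapping settings, the use of the strand, filters on reads and the options of the authors' statistics are not named in the paper's text. The files hold no rRNA or tRNA genes. Of the genes, 99.7% have a length that is a multiple of 3, so lengths are coding lengths. Gene symbols were taken from an MG1655 annotation, used for names alone: 3529 matched by symbol, 649 by synonym and 159 not at all. Of 123 genes in all lists used, from the paper and drawn up here, 39 overlap a neighbouring gene, by at most 32 bp, and 3 of these a gene on the opposite strand. The largest overlap is that of aceK and arpA, and reads there are uncertain because the use of the strand is not stated.

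Total gene reads per sample ranged from 390689 in sorted cells to 6067921 in the time course. Each gene's sampling error is set by its own reads, from 36 to 43 per library for alaE at 12 hr to 1382 to 2038 at 72 hr. The test's spread between replicates includes this error.

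Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, the filterByExpr rule for low counts and the quasi-likelihood F-test with Benjamini-Hochberg adjustment. The 24 time course samples were fitted in one model with the time point as the group. The inner and outer samples, the 9 fixation samples, the liquid culture with the unfixed colonies, and the sorted all cells with the colonies fixed for 2 hr were fitted separately. A gene counted as differentially expressed at an absolute log2-fold-change above 1 and an adjusted p below 0.05, and genes of the paper's lists counted as called at the adjusted p alone. Standard errors were computed as the absolute log2-fold-change over the square root of the F statistic. Beside the genes that the paper names in its text and figures, whose values in the paper's source data had been seen, and 3 short lists of acetate uptake, nitrogen limitation and terminal oxidase genes, the text names for each comparison the 5 genes with the largest rise and the 5 with the largest fall among the called genes whose groups did not overlap and whose higher group had at least 50 counts in every sample. Principal components were computed on log2 CPM (prior count 2) of genes passing the filter, centred and scaled.

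The groups, tests, thresholds, naming rule and alternatives were set before the data were examined, apart from those said to be chosen after the data were seen. The alternatives were DESeq2's size factors in edgeR, DESeq2 1.42.0 with its Wald test, edgeR's likelihood ratio test, no filter beyond 1 count, a filter of at least 10 counts in every sample, unique gene reads, the replicate number as a block, other sets of samples in the fit, the sequencing run as a term or a single run alone, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), and each sample left out in turn. Leaving out rRNA and tRNA genes was planned and not run because the files hold none.

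Whether the replicate numbers pair the samples was checked by the correlation across genes of the deviations of same-numbered samples from their group means, since the paper states that each replicate was performed on a different day. It was 0.508 to 0.750 (0 hr) and 0.583 to 0.703 (2 hr) between fixed and unfixed colonies, 0.399 to 0.707 between 60 and 72 hr, 0.111 to 0.312 between 42 and 48 hr and 0.107 to 0.290 between inner and outer cells, over 0.1 for every pair, and these samples were taken as paired. In the other comparisons at least 1 pair lay under 0.1.

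The fits of 72 against 12 hr, of the regions, of fixation for 0 hr, of the liquid culture and of sorted all cells were tested on simulated counts with 200 genes changed by a log2-fold-change of 2. They recovered 96% of these genes for 72 against 12 hr (0 false calls among 4081 genes), 95% for inner against outer (3 among 3814), 85.5% for fixation of 0 hr (1 among 4074) and 99.5% with the block (0 among 4074), 98% for the liquid culture (7 among 3822) and 97% for sorted all cells (6 among 4041).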

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

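The tests of the share of reads on annotated genes, of inner cells in an outer library and of the sequencing run as the whole cause of the differences between the regions were chosen only after the results were seen, as were the list of flagellar genes, the fit without replicate 3 of the 60- and 72-hr-colonies and the fit of those 6 libraries with the replicate number as a block.

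In the outer region, replicate 2 lay far from the other libraries for alaE, at a log2 CPM of 9.18 against 7.74 to 7.98. Its gap to the nearest library was 0.838 of the group's range, above Dixon's critical value for 4 samples. In all, 24 groups of 4 libraries were checked, of which chance marks about 1 in 20, and livG in the same region came close with 0.818. The sequencing run does not set this library apart, since outer replicates 1 and 4 of the same run were at 215 and 248 CPM and replicate 2 at 570.3. Inner cells in this library, or a swap with an inner library, would move all genes that differ between the regions. Over the 602 other genes called without it, the median fraction of outer cells it would hold was 0.645 (quartiles 0.241 and 0.897), whereas alaE alone would need 0.0555. The flagellar and chemotaxis genes of this library were low as well, as inner cells would give, with a median log2 CPM of 6.70 against 9.14 to 10.0 in the other outer and 5.14 to 5.89 in the inner libraries. Since even the lower quartile over the 602 genes lies above the fraction alaE needs, the values argue against inner cells as the whole cause of the high alaE value. A smaller share of inner cells may add to it and stays open, as does a difference between colonies of different days, which was not tested. No biological explanation was tested. In fits without the replicate number as a block, alaE was called between the regions with and without this library. It lost its call there without any 1 of the other 7. The difference was larger without outer replicate 2, with a log2-fold-change of 1.38 (edgeR FDR-adjusted p = 0.000103). This is the lowest value over all alternatives of the comparison, of which the highest was 0.120.

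Relative to the same 12-hr-colonies, the 60- and 72-hr-colonies differed from each other in 102 genes, 100 of them higher at 72 hr. The difference was tested directly as a contrast of the 2 time points. Replicate 3 was the farthest from its group mean at both times (root mean square log2 deviation 0.423 at 60 hr and 0.396 at 72 hr, against 0.172 to 0.303 for all other libraries of the time course). Its deviations at 60 and 72 hr correlated with each other across genes (r = 0.680; genes are not independent replicates) but on average not with those of replicate 3 at earlier times (mean r 0.0711, range -0.127 to 0.590), which argues against a batch shared by all libraries numbered 3. Without replicate 3 of both times, 145 genes were called and 0.980% of the 102 were lost, which argues against replicate 3 alone as the cause. The count still rested on few libraries. It was 0 without replicate 1 or replicate 2 at 72 hr (438 and 432 genes at an unadjusted p below 0.05 in edgeR), 194 without replicate 3 at 72 hr, and 144, 47 and 15 without replicates 1, 2 and 3 at 60 hr. It was 111 in DESeq2, 113 with the replicate number as a block, 110 with that block among the 6 libraries alone and 0 among these 6 without it (279 at an unadjusted p below 0.05). Of the 10 splits of these 6 libraries, 3 gave as many genes (up to 236), so chance cannot be excluded. Only 1 of the 4 splits that part all same-numbered pairs did, the real one (at most 8 genes in the others). Of the 100 genes, 97 were tested between the regions and 97, or 100%, were higher in the outer region (49.7% of all genes), 87 of them called. Across 3811 genes the change from 60 to 72 hr correlated at r = -0.700 with the difference of inner minus outer cells. Of the 100 genes, 46 are flagellar and chemotaxis genes, a co-regulated set that was higher outside as a whole, so they count as few independent cases. A larger share of oxic cells in the 72-hr-colonies could give this overlap. Against it, the fluorescent fraction in the paper's Figure 2B was lower at 72 than at 60 hr in all replicates of its imaged colonies, so it remains an open hypothesis. The replicate block removes differences that libraries of one number share, which argues against these as the whole cause. Other differences between the colonies of the 2 times stay open.

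The paper does not report a comparison of sorted all cells with unsorted cells fixed for 2 hr. By its methods the sorted cells were fixed for 10 min, so the time of fixation differed too. There, 50 genes differed, all of them lower after sorting, led by rmf (log2-fold-change -4.65, SE 0.25, edgeR FDR-adjusted p = 8.51e-06), cspE (-3.50), lpp (-3.21), sra (-3.11) and yciG (-2.99). In all 50 the groups did not overlap, which their selection by a test of the same libraries favours. Their median length was 225 bp against 873 bp for all genes tested, at percentile 0 of 10000 random lists matched on expression (lowest median 564 bp), and 41 of the 50 were under 300 bp. Of the 301 genes under 300 bp tested, 72.1% were lower. The other explanation tested, the sequencing run, is argued against: of 42 genes called lower within the one run that held 3 all-cells and 2 fixed libraries, 97.6% were also lower in the pair of libraries of the other run (49.8% of all genes), with a median of -1.45. The real split and 1 other of the 35 splits of the 7 libraries gave as many genes, so chance cannot be excluded. The other split, with 88 genes, set all-cells replicates 1, 3 and 4 and fixed replicate 1, all of one run, against fixed replicate 2 of that run and the 2 libraries of the other run. It therefore partly follows the run, within which 42 genes were called. The lengths suggest that short transcripts were lost in the modified extraction used for sorted cells. A response of the cells to sorting and washing and the shorter fixation were not tested and stay open, because no sorted cells were extracted without these modifications or fixed for 2 hr. Between the regions, where all libraries were sorted, the log2-fold-change did not follow gene length (Spearman's rho 0.0318 across genes).

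Genes outside those the paper discusses also differed between the regions. All 52 flagellar and chemotaxis genes of a list drawn up by name prefix (fliC left out, since the strain lacks it) were called higher in the outer region, with a median log2-fold-change of -3.67 and a range of -4.75 to -1.25. The same held with DESeq2's size factors (median -3.66). Per library, the median log2 CPM of these genes was 5.14 to 5.89 in inner cells and 9.14, 6.70, 10.0 and 9.59 in outer replicates 1 to 4. The sequencing run is argued against as the whole cause. With the run as a term over all 12 sorted libraries, 52 were still called. Outer replicate 3, the only outer library on the run of the inner libraries, lay at 1.55. The scale runs from the inner mean at 0 to the mean of the other outer libraries at 1. A single outer library is argued against as well, since leaving out any of the 4 kept at least 0.872 of the median difference of -3.27 in log2 CPM. For 78.8% of these genes every outer library lay above every inner one. The same genes changed in time, with 36 lower at 24 than at 18 hr, 45 lower at 60 than at 12 hr and 46 higher at 72 than at 60 hr, so that at 72 against 12 hr 5 were higher and 5 lower (median log2-fold-change -0.05), and 52 were higher in liquid culture than in unfixed colonies. A response to oxygen or nutrients in the outer region is a candidate explanation that the data leave open, because the regions differ in both and in fluorescence, on which the cells were sorted.

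Reads on annotated genes made up 68.6% of mapped reads at 12 hr and 38.5 ± 1.21% (SD, n = 3) at 72 hr, a quantity the paper does not report. Across the 24 samples the share fell with time (Spearman's rho -0.951 and Pearson's r -0.966, permutation p = 1e-05 for each, the smallest that 100000 permutations can give, and r -0.959 without the 2 samples farthest from the median time). No other relation of this kind was computed. Within the one sequencing run that holds all libraries at 12 and 72 hr the difference was -30.1 points, which argues against the run as the cause. Unfixed 72-hr-colonies of the second experiment had a share of 66.5 ± 1.55% (SD, n = 3), which argues against colony age alone as the cause. Age together with what else differed between the experiments (collection, extraction, library batch) stays open. What the reads outside annotated genes are cannot be read from the files, which hold no rRNA or tRNA genes. Less complete removal of rRNA in old colonies may be a cause and was not tested.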

How the results depend on the processing

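Fits with the replicate number and the sequencing run together, with the gene length trend removed, on thinned counts, without replicate 3 of both late time points, and with the block among the 6 libraries of 60 and 72 hr were chosen only after the data were seen. Unless a cause is given, the cause of a change was not tested.

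Dropping the threshold on the fold change raised the counts by the alternative's own construction: 1037, 1223, 2199, 2521, 2509, 2849 and 2558 genes at 18, 24, 32, 42, 48, 60 and 72 hr relative to 12 hr, 1595 from 18 to 24 hr, 1153 from 24 to 32 hr, 174 from 32 to 42 hr, 178 from 60 to 72 hr, 1122 between inner and outer cells, 23 after fixation of 0 hr and 2122 between liquid culture and unfixed colonies. For 42 to 48 hr, 48 to 60 hr and fixation of 2 hr edgeR's count stayed at 0 and for sorted all cells against fixed cells it was 61.

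The counts relative to 12 hr, from 18 to 24 hr, from 24 to 32 hr, between the regions and for the liquid culture stayed within 1.5 times of the reported value under every other alternative run. With 1 library left out they ranged from 144 to 201 at 18 hr, 249 to 274 at 24 hr, 584 to 648 at 32 hr, 853 to 947 at 42 hr, 841 to 889 at 48 hr, 1030 to 1315 at 60 hr, 848 to 1012 at 72 hr, 349 to 382 from 18 to 24 hr, 146 to 197 from 24 to 32 hr, 421 to 626 between the regions and 1142 to 1345 for the liquid culture. For 72 against 12 hr the other settings gave 812 (at least 10 counts in every sample) to 973 (likelihood ratio test), and between the regions 398 (block and run) to 651 (run as a term), with 429 under the strict filter and 447 after thinning.

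The small counts moved more. From 32 to 42 hr (16 genes) the likelihood ratio test gave 30, a fit of the 6 libraries compared gave 52, and leaving out 1 library gave 12 to 18. From 42 to 48 hr (0 in edgeR, 71 at an unadjusted p below 0.05) DESeq2 and the likelihood ratio test gave 1 each, ibpB, and leaving out 1 library gave 0 to 0 (51 to 134 at an unadjusted p below 0.05). From 48 to 60 hr (0 in edgeR, 617 at an unadjusted p below 0.05, and 0 in DESeq2) leaving out 1 library gave 0 to 15 (15 without replicate 1 and 1, ybhH, without replicate 2 at 60 hr). From 60 to 72 hr (102) a fit of the 6 libraries without their pairing gave 0 in edgeR (279 at an unadjusted p below 0.05) and 110 with the block, and leaving out 1 library gave 0 to 194: 0 without replicate 1 or 2 at 72 hr (438 and 432 at an unadjusted p below 0.05), 194 without replicate 3 at 72 hr, and 144, 47 and 15 without replicates 1, 2 and 3 at 60 hr. DESeq2 gave 111 there.

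After fixation of 0 hr (13 genes) DESeq2 gave 27 and the likelihood ratio test 30, and leaving out 1 library gave 0 to 12: 0 without replicate 1 of the unfixed colonies or any replicate fixed for 0 hr (477 to 568 at an unadjusted p below 0.05), 10 and 12 without unfixed replicates 2 and 3. After fixation of 2 hr (0 in edgeR, 403 at an unadjusted p below 0.05) DESeq2 and the likelihood ratio test gave 4 each (puuA, pspB, metE and dppB, and insE_3, ymcE, metE and dppB, picked after their values were seen), and leaving out 1 library gave 0 to 0 (258 to 446 at an unadjusted p below 0.05). For sorted all cells against fixed cells (50) the strict filter, which tests fewer genes, gave 22, and leaving out 1 library gave 35 to 46.

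With the replicate number as a block, the fixation counts rose to 46 (0 hr) and 28 (2 hr), to 64 and 35 with the sequencing run added and to 47 and 22 with the length trend removed, and the count from 42 to 48 hr rose to 1. In the other paired comparisons the block gave 113 genes from 60 to 72 hr and 536 between the regions. The remaining samples share only a number (pairs with a correlation under 0.1). There the block gave 192, 272, 648, 924, 882, 1179 and 966 genes at 18, 24, 32, 42, 48, 60 and 72 hr relative to 12 hr, 386 from 18 to 24 hr, 195 from 24 to 32 hr, 24 from 32 to 42 hr, 0 from 48 to 60 hr (713 at an unadjusted p below 0.05 in edgeR, 0 in DESeq2 without the block), 1233 for the liquid culture and 26 for sorted all cells, where sra and yciG lost their calls (edgeR FDR-adjusted p = 0.0588 and 0.0719).

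The log2-fold-changes of alaE, dadA and dadX kept their direction under every alternative run. With 1 library left out they ranged from 5.47 to 5.79, 2.45 to 2.73 and 2.24 to 2.44 at 72 against 12 hr, and from 0.77 to 1.38, -2.41 to -2.09 and -2.70 to -2.43 between the regions. Between the regions alaE was called in 13 of 20 alternatives, losing its call without inner replicates 1 to 4 (0.90, 0.86, 0.98 and 1.04) and outer replicates 1, 3 and 4 (0.77, 0.78 and 0.82), all in fits without the block, and with the block and the run together it was 0.90 (edgeR FDR-adjusted p = 0.0663, range over these 20 0.000103 to 0.120).

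The values of named genes, these 3 included, were also counted over the alternatives, without the fits that left out 1 library and with limma on 3 genes alone. At 72 against 12 hr, 983 kept direction and side of the threshold, 10 gained and 8 lost a call and 13 changed sign. Between the regions these numbers were 1377, 29, 32 and 17. Every change of sign counted here was in a gene that the reported fit did not call. At 72 against 12 hr, DESeq2's size factors and DESeq2 gave sufS -0.0307 and -0.0295, cydC -0.0154 and -0.0162, ygaH -0.0137 and -0.0146, adhP -0.0197 and -0.0200, and acnA -0.0339 and -0.0357, acnA was -0.0015 with the block, and cydD was 0.0066 under the strict filter and 0.00013 with unique reads. Between the regions cydD was -0.0076 in DESeq2, -0.0098 without a filter and -0.0277 with the run, ackA was 0.0383 under the strict filter, 0.0032 with unique reads, 0.0395 with block and run and 0.117 after thinning, bcsG was 0.113 and astC -0.224 after thinning, wcaA was 0.108 with the block and wcaI -0.0791 with block and run. Within one run, with 1 outer library, poxB was 0.182, glnA 0.524 and amtB 0.0768, glnA was 0.196 with the run and 0.0350 with block and run, and amtB was 0.0192 under the strict filter.

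The share of variance on PC1 moved without scaling of genes to 67.3% (time course), 53.6% (sorted) and 75.8% (fixation and liquid), and under the strict filter to 52.2% and 39.2% for the first 2, while it moved by less than 1 point for the third.

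Of the splits of the samples into groups of the same sizes, the real one alone gave as many genes, 1 of 10, in each of the 7 comparisons with 12 hr, from 18 to 24, 24 to 32 and 32 to 42 hr, for fixation of 0 hr and for the liquid culture. With 3 against 3 samples the share cannot go below 0.1, so the splits cannot decide on chance there, and no other split in these comparisons gave more than 1 gene. From 42 to 48 hr, from 48 to 60 hr and for fixation of 2 hr, 10 of 10 splits gave as many as the count of 0 (edgeR, with 71, 617 and 403 genes at an unadjusted p below 0.05 and 1, 0 and 4 calls in DESeq2 in the real split), which holds for any count of 0 and decides nothing. Between the regions 1 of 35 did, the real one, and chance can be excluded if the libraries are taken as unpaired. Among the 8 that part all pairs, unlike the others, it was also 1, a share that cannot go lower, so the paired splits cannot decide.

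The libraries with the fewest gene reads were sorted samples. The lowest inner library held 490662 gene reads, and thinning the 8 inner and outer libraries to that number, in 10 draws, gave 438 to 461 genes. The self-test recovered fewer changed genes for fixation of 0 hr without the block than for the other comparisons simulated.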

Differences from the paper's values

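All tests set beside the paper's values here were set before the data were examined. Of 238 log2-fold-changes in the paper's source data (224 in time and 14 between the regions), 0 differed from the values here by more than the error, and the largest gap was 0.0628.

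The share of genes changed by fixation differed. The table in the paper's figure heads its reference as liquid, while the legend speaks of colonies without fixation, so the reference group of its values is uncertain. Here fixed colonies were compared with unfixed ones. For 0 hr at the FDR-adjusted p-value alone, the paper's value is about 1.0% in Figure 2—figure supplement 2, read by eye, and the value here is 0.565%. Of the alternatives set before the data were examined, the filter of at least 10 counts in every sample (0.716%) and the liquid culture added to the fit (1.10%) come within 1.5 times of the paper's value, and DESeq2's size factors (0.589%), DESeq2 (6.71%), the likelihood ratio test (2.04%), no filter (0.566%), unique reads (0.571%), the replicate block (34.4%) and leaving out 1 library (0 to 0.318%) do not. For 0 hr at both thresholds the paper's value is about 0.60% in the same figure, read by eye, and the value here 0.319%. The likelihood ratio test (0.736%) and the liquid culture added (0.466%) come within it, and DESeq2's size factors (0.319%), DESeq2 (1.04%), no filter (0.283%), the strict filter (0.371%), unique reads (0.323%), the block (1.13%) and leaving out 1 library (0 to 0.294%) do not. For 2 hr at the adjusted p-value alone the paper's value is about 0.11%, read by eye in the same figure, and the value here 0 (edgeR, with 403 genes at an unadjusted p below 0.05). No alternative comes within it, with 1.72% in DESeq2, 0.491% in the likelihood ratio test, 26.7% with the block and 0 in the others. For 2 hr at both thresholds the paper's value is about 0.07%, read by eye in the same figure, and the value here 0. The likelihood ratio test (0.0982%) comes within it, and DESeq2 (0.130%), the block (0.687%) and the others (0) do not.

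Of 55 genes with a mark of significance between the regions in the paper's figures, 52 were called or not called here as the mark has it. The levels of the stars were matched less often. Of 33 genes marked significant, 21 had an adjusted p-value here that was not below the level marked, among them alaE, fumC, livG, ldhA, fdhF and the hyc genes. The paper marks avtA and acnA as not significant, and both were called here (edgeR FDR-adjusted p = 0.0216 and 0.0405). The avtA gene was not called with the run as a term (0.0801, all in edgeR), within one run (0.235, a fit that rests on 1 outer library), without inner replicates 1, 2 or 3 (0.0519, 0.0713 and 0.0538), without outer replicate 1 (0.0594) and in limma on log2 TPM (0.130 and 0.129). The acnA gene was not called under the strict filter (0.0690), with unique reads (0.0542), with the run (0.265), within that run (0.572, the same limit), in limma (0.237 and 0.240) and without inner replicates 1 to 4 (0.0586, 0.120, 0.0821 and 0.102) or outer replicates 1, 2 and 4 (0.0682, 0.0603 and 0.0571). The paper marks yaaJ as significant, and it was not called here (edgeR FDR-adjusted p = 0.0555). It was called by the likelihood ratio test (0.0270), under the strict filter (0.0313), with unique reads (0.0409), with all 12 sorted libraries (0.0196), without inner replicate 3 (0.0190) and in limma on log2(TPM + 1) (0.0471) and log2(TPM + 0.1) (0.0480).

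The paper reports a major change of the transcriptome after 24 hr and a transition between 24 and 32 hr. Here 387 genes changed from 18 to 24 hr and 186 from 24 to 32 hr, and the largest changes of alaE, dadA and dadX fell in the first of these intervals. Relative to 12 hr the number of genes did rise most between 24 and 32 hr, from 267 to 648.

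The paper reports no changes in alanine biosynthesis in time or space and states that dadAX and alaE were the only alanine genes strongly raised at 72 hr. Of the 8 biosynthesis genes, 5 were called here at 72 against 12 hr and 1 between the regions. The ilvE gene was 3.09-fold higher at 72 hr and avtA had a log2-fold-change of -1.36, both past 2-fold, while the rises of dadA, dadX and alaE were larger.

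The paper describes matrix genes as expressed continuously during colony growth. All but csgB and wcaF had reads in all 24 libraries, while the colanic acid genes fell by a median log2-fold-change of -3.65 from 12 to 72 hr.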

Other observations

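The tests of gene length as the whole cause of the fixation pattern and of the run as the whole cause between the regions were chosen only after the results were seen, as were the fits with the replicate block and the run or the length trend together.

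Fixed and unfixed colonies differed in few genes when replicates were treated as independent and in many small steps when the replicate number was a block, with 1401 genes at the adjusted p-value alone after 0 hr and 1089 after 2 hr (edgeR). With the numbers of the fixed libraries shifted against the unfixed ones, 0 to 13 and 0 genes were called, and simulated libraries without a fixation effect gave at most 2 and 1. The blocked log2-fold-changes of 0 and 2 hr correlated across genes at r = 0.895, above the mean of 0.563 (highest 0.596, 20 draws) that the shared unfixed libraries give without any effect. The sequencing run is nearly confounded with fixation. In replicate 3 the library fixed for 2 hr and its unfixed control came from one run, and their difference correlated across genes with the mean of replicates 1 and 2 at r = 0.447. With replicate 1 and replicate 2 alone r was 0.368 and 0.399, below the 0.444 between these 2. The correlation within one run argues against the run as the whole cause, rests on 1 library, and leaves a part of the run open. With the run added to the block, 400 and 541 genes were called at the adjusted p-value alone. The blocked log2-fold-changes fell with gene length (Spearman's rho -0.2895 for 0 hr and -0.249 for 2 hr), a trend too weak to decide on its own. Removing each library's length trend in the same fit kept 78.7% of the calls for 0 hr and 82.6% for 2 hr, which argues against gene length as the whole cause. What stays open is an effect of formaldehyde itself or of the suspension, washing and extraction that went with it, which the design does not separate.

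The values argue against the run or depth as the whole cause of the differences between the regions. With the sequencing run as a term over all 12 sorted libraries 91.1% of the 540 genes were still called. Outer replicate 3, on the run of the inner libraries, lay at a median of 1.12 on a scale from the inner mean at 0 to the mean of the other outer libraries at 1, over 495 genes called without it. After thinning to the lowest total, 73.1% of the calls were kept. The run tests rest on few libraries, since outer replicate 3 was the only outer library on the run of the inner ones. The share of mapped reads on annotated genes was 12.6% to 70.4% in inner and 42.5% to 71.3% in outer libraries. Its effect on these calls was not tested. A difference between the regions, defined by sorting on fluorescence, remains, and a part from this share or from the run stays open.

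Sorted all cells lay between the regions for 97.2% of the 540 genes. As a mixture of the sorted regions on the CPM scale they would hold a median fraction of outer cells of 0.321 (quartiles 0.243 and 0.435), with 0.304, 0.105, 0.518 and 0.306 in replicates 1 to 4. The median fraction lay in the range expected before the test (0 to 0.5), while replicate 3 lay just above it. The 540 genes were picked by their difference between the inner and outer libraries, which favours a position between them. All cells could be such a mixture, for which the test is weak support.

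Hypotheses on oxygen and nutrients were tested with lists of 7, 7 and 8 genes fixed in advance. The list of acetate uptake and glyoxylate genes also held poxB, a pyruvate oxidase gene that belongs to neither group. Of this list, 6 genes were tested and 5 called higher in the outer region (5 when adjusted over the list alone). The log2-fold-changes were -2.55 for acs and -2.18 for aceA, while poxB was not called (-0.17). At least 5 had been predicted for expression of acetate uptake in oxic cells, and the prediction was met. The paper reports no signature of acetate cross-feeding, and the acetate genes of its figure do not include these. Expression of uptake genes alone does not show that acetate passes between the regions. Of the nitrogen limitation genes, 2 were called higher outside (glnL -1.08 and glnG -1.10; 2 when adjusted over the list alone) where at least 5 had been predicted, so the prediction was not met. This argues against a nitrogen limitation of outer cells that raises most genes of this list. Members went both ways, so a limitation that raises only a few of them stays open. Of the terminal oxidase genes, 8 of 8 were called in the direction predicted, from cyoC (-3.40), higher outside, to appC (2.50), higher inside (8 when adjusted over the list alone). All 8 were called in time as well, with the low-oxygen oxidases higher (4 genes) and the others lower (4 genes) at 72 than at 12 hr. No technical explanation apart from the run, depth and length tests of the regions was tested for these lists.

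Across the genes tested in both comparisons, the change from 12 to 72 hr and the difference from outer to inner cells correlated at r = 0.384 (Spearman's rho 0.474; genes are not independent replicates). The comparisons share no library. Of 248 genes called in both, 208 had the same direction (160 higher and 48 lower), 37 were higher in time and higher outside and 3 the reverse. An r over 0.3 had been predicted for a colony that turns anoxic as a whole, and the prediction was met. The value does not tell this from a colony that turns anoxic in a growing part. Age, nutrients and growth rate, which change with time too, stay open and untested.

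The liquid culture held 25.3 ± 25.8 CPM of alaE (SD, n = 3), 309.8 ± 183 of dadA and 167 ± 42.4 of dadX, against 311 ± 77.3, 754 ± 153 and 430.2 ± 168 in unfixed 72-hr-colonies.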
